# Lineage plasticity enables low-ER luminal tumors to evolve and gain basal-like traits

**DOI:** 10.1186/s13058-023-01621-8

**Published:** 2023-03-01

**Authors:** Gadisti Aisha Mohamed, Sundis Mahmood, Nevena B. Ognjenovic, Min Kyung Lee, Owen M. Wilkins, Brock C. Christensen, Kristen E. Muller, Diwakar R. Pattabiraman

**Keywords:** Breast cancer, MMTV-PyMT, Lineage plasticity, Low-ER, Lumino-basal heterogeneity, Single-cell RNA sequencing, SOX10

## Abstract

Stratifying breast cancer into specific molecular or histologic subtypes aids in therapeutic decision-making and predicting outcomes; however, these subtypes may not be as distinct as previously thought. Patients with luminal-like, estrogen receptor (ER)-expressing tumors have better prognosis than patients with more aggressive, triple-negative or basal-like tumors. There is, however, a subset of luminal-like tumors that express lower levels of ER, which exhibit more basal-like features. We have found that breast tumors expressing lower levels of ER, traditionally considered to be luminal-like, represent a distinct subset of breast cancer characterized by the emergence of basal-like features. Lineage tracing of low-ER tumors in the MMTV-PyMT mouse mammary tumor model revealed that basal marker-expressing cells arose from normal luminal epithelial cells, suggesting that luminal-to-basal plasticity is responsible for the evolution and emergence of basal-like characteristics. This plasticity allows tumor cells to gain a new lumino-basal phenotype, thus leading to intratumoral lumino-basal heterogeneity. Single-cell RNA sequencing revealed SOX10 as a potential driver for this plasticity, which is known among breast tumors to be almost exclusively expressed in triple-negative breast cancer (TNBC) and was also found to be highly expressed in low-ER tumors. These findings suggest that basal-like tumors may result from the evolutionary progression of luminal tumors with low ER expression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-023-01621-8.

## Introduction

Breast cancer is a complex disease with multiple different biologic subtypes which have clinical implications on tumor development, prognosis, and treatment [1–3]. While traditional surrogate markers can be used to classify breast tumors into hormone-receptor-positive, *HER2* amplified, and triple-negative subtypes, advancements in gene expression profiling have helped refine subtype stratification. Gene expression analyses across a diverse range of human breast carcinomas classified these tumors into four intrinsic subtypes: basal-like, *Erb-B2*+, normal-breast-like, and luminal epithelial/ER+ [4]. Further refinement of these subtypes based on a larger sample size revealed that the ER-positive luminal epithelial subtype could be further divided into 2 subgroups: luminal A and luminal B, with luminal A expressing higher ER levels than luminal B. These intrinsic subtypes differ in their clinical outcomes, with the basal-like subtype exhibiting the worst prognosis, followed by *Erb-B2*+ [5]. A smaller signature of 50 genes, PAM50, may be used by clinicians to classify tumors based on these intrinsic subtypes [6].

In the clinical environment, immunohistochemistry (IHC)-based determination of surrogate protein marker expression is utilized to classify breast carcinomas into four subtypes: 1) estrogen receptor (ER) and progesterone receptor (PR)-positive, and Ki67 low, 2) ER, PR, and Ki67 high, 3) *HER2/neu* amplified, and 4) ER-, PR-, and *HER2*-negative, or triple-negative breast cancer (TNBC) [7]. These IHC-based subtypes correspond to the intrinsic subtypes luminal A, luminal B, *Erb-B2*+, and basal-like, respectively [5], providing biologic and clinically significant information used to guide treatment decisions [7, 8]. Typically, patients with ER-negative tumors, TNBC, and *HER2/neu* amplified, benefit from non-hormone-based forms of therapy—adjuvant or neoadjuvant chemotherapy for TNBC tumors, with the addition of anti-HER2 targeted therapy (i.e., trastuzumab) for *HER2/neu* amplified tumors. Tumors are considered ER-positive when demonstrating 1% or greater ER expression [8], and patients typically receive treatment with an antiestrogen agent (i.e., tamoxifen) or aromatase inhibitor (i.e., letrozole, anastrozole). This low cutoff for ER-positive determination results in a heterogeneous collection of tumors being considered luminal-like, as tumors with less than 10% ER-positive cells may exhibit different characteristics to those with > 10% ER positivity. There are limited data on the overall benefit of endocrine therapies for patients with low level (1–10%) ER expression, but given the possible benefit, patients are eligible for endocrine treatment [9]. Some studies suggest the majority of breast cancers with low ER expression show molecular features similar to ER-negative, basal-like tumors rather than ER-positive, endocrine sensitive tumors [10]. It is essential to understand the underlying biology of breast cancer with low ER expression, in order to recognize their prognostic significance and identify ideal treatment regimens.

The normal mammary epithelium consists of cells from two different lineages: a luminal lineage characterized by the expression of Keratin 8 (Krt8), with more committed cells expressing ER and PR, and a basal lineage expressing Keratin 5 (Krt5) and/or Keratin 14 (Krt14) [11, 12]. These lineages are derived from a bipotent mammary stem cell (MaSC) progenitor in the embryonic stage, but are maintained postnatally by unipotent luminal and basal progenitors [13–16]. Despite this lineage restriction, several studies have revealed the potential for lineage plasticity in the adult mammary gland in non-homeostatic settings. For example, lineage plasticity of the luminal and basal compartment allows them to regain multipotency in the adult mammary gland with luminal-derived basal cells (LdBCs) emerging in response to hormone stimulation during pregnancy [17], and basal cells repopulating mammary epithelium in response to injury or luminal cell ablation [18]. In the neoplastic setting, the luminal lineage has been identified as the cell of origin for *BRCA1*-mutant basal-like breast cancers suggesting its involvement in the development of TNBC-like tumors typically observed in these patients [19]. Moreover, *BRCA1* and p53 deletions in the mouse luminal compartment results in tumors resembling typical human basal-like tumors [20]. In addition, claudin-low breast tumors, a mesenchymal subset of TNBCs, may also be derived from the luminal lineage [21]. These findings point to lineage plasticity being a core feature in the process of mammary tumorigenesis whereby luminal tumor cells gain the ability to stray from their lineage of origin. The heterogeneity of ER expression within luminal-like tumors provides a starting point to study subpopulations within ER-positive tumors that may be more prone to plasticity and the acquisition of basal-like traits.

In this study, we show that luminal tumors with low ER expression represent a distinct subtype with a higher tendency to gain basal-like traits. These tumors arise from luminal cells undergoing luminal-to-basal plasticity, leading to the emergence of cells that exhibit a lumino-basal phenotype. This plasticity of luminal tumor cells and presence of lumino-basal heterogeneity within breast tumors likely plays a critical role in their overall aggressive traits, especially their ability to progress and gain metastatic propensity.

## Results

### Low-ER breast tumors exhibit distinct basal-like features

Previous studies have observed that invasive breast carcinomas with low ER expression, in which less than 10% of tumor cells express ER, share more similarities with TNBCs when compared to tumors that harbored more than 10% ER-expressing cells [22]. We analyzed newly diagnosed invasive breast carcinomas from the pathology database at Dartmouth-Hitchcock Medical Center (DHMC) from 2012–2020 (*n* = 2208) and observed 46 (2.1%) that were classified as low-ER tumors containing between 1–10% ER-expressing tumor cells (Fig. 1A). Most, (41 out of 46, 89%) were high-grade invasive carcinomas (Additional file 1: Fig. S1A) with 1–9% ER-expressing tumor cells (Fig. 1B). The intensity of ER expression was also reduced in these low-ER tumors, with 93.5% showing moderate or weaker ER staining (Fig. 1C and Additional file 1: S1B-D). In contrast to high expressing ER tumors which typically also exhibit some degree of progesterone receptor (PR) expression, most low-ER tumors (76%) were PR-negative (Fig. 1D). The frequency of *HER2* positivity was as expected, with 24% of cases harboring *HER2/neu* amplification (Fig. 1E).

**Fig. 1:**
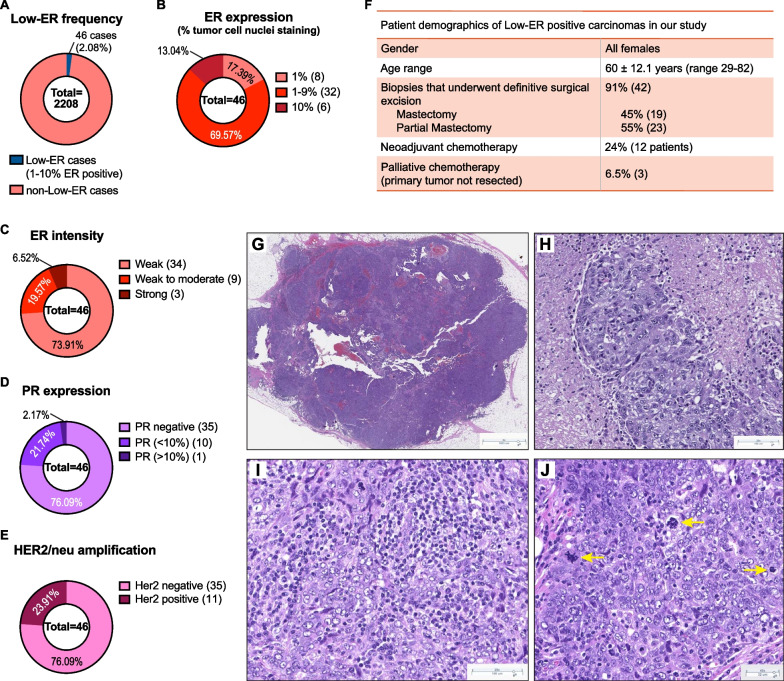
Basal-like features of tumors expressing low ER. **A** Frequency of cases expressing low ER levels (< 1% ER-expressing nuclei) in newly diagnosed invasive breast carcinomas from the pathology database at Dartmouth-Hitchcock Medical Center (DHMC) from 2012–2020. **B**–**E** Breakdown of ER expression levels (**B**), ER intensity levels (**C**), PR expression (**D**), and Her2/neu amplification (**E**), in the 46 low-ER cases. **F** Patient demographics of the 46 low-ER cases in our cohort. **G**–**J** H&E staining of low-ER tumors showing solid tumor with pushing borders (**G**), pleomorphic, high-grade nuclei with admixed necrosis (**H**), prominent lymphoplasmacytic infiltrates (**I**), and conspicuous mitotic activity, including atypical mitoses (yellow arrows) (**J**)

Treatments administered to patients harboring low-ER tumors are more similar to treatment regimens for patients with TNBC. In our cohort, 43% of patients received chemotherapy, 34% received radiation therapy, and only 23% received hormone therapy (Additional file 1: Fig. S1E). Interestingly, response rates to neoadjuvant chemotherapy in patients with low-ER tumors were similar to ER-negative tumors and significantly different from tumors with moderate and high ER-positive tumors [23]. Twelve patients (24%) received neoadjuvant chemotherapy, and most (75%) achieved a pathologic complete response (Fig. 1F and Additional file 1: S1A). The majority of patients (81%) had no evidence of the disease at follow-up (Additional file 1: Fig. S1F); however, local or metastatic disease was detected in 6 patients. Biopsies were obtained from 4 of these patients, all of which tested negative for ER, PR (by IHC), and *HER2/neu* (by fluorescence in situ hybridization, FISH). While this may suggest that triple-negative tumors may evolve from tumors that were initially identified as ER-expressing, analysis of a larger cohort of patients would be required to confirm these findings.

Microscopic examination of tumors with low ER expression revealed histologic features commonly present in breast tumors with basal-like molecular profiles and carcinomas harboring *BRCA1* mutations. Twenty of 46 tumors (43%) showed well-circumscribed or pushing borders and were comprised of high-grade, pleomorphic tumor cells arranged in solid sheets with conspicuous mitotic activity, admixed necrosis, and prominent tumor infiltrating lymphoplasmacytic infiltrates (Fig. 1G–J). The histologic findings in our cases are in agreement with several other recent studies that have shown that low-ER breast tumors show pathologic characteristics typical of ER-negative tumors with basal-like gene expression profiles [10, 22, 24].

These data indicate that low-ER tumors are a distinct subtype of breast cancer, separate from the typical, ER-expressing luminal-like subtypes. They display more similarities to basal-like or triple-negative tumors, especially with respect to biomarker expression, pathology and the types of treatments patients receive.

### Low-ER tumors differ from luminal B tumors in their biomarker profiles

To investigate precisely how different low-ER tumors are from luminal tumors, 24 luminal B and 22 low-ER tumors were compiled into two tissue microarrays (TMAs). The luminal B tumors were selected based on a combination of pathologic characteristics including high tumor grade, high mitotic rate (> 18 mitoses per 10 high power fields), and diffuse ER expression in tumor cells (all tumors showed > 80% tumor cell nuclei with ER expression). Compared to the low-ER group, none of luminal B tumors showed histologic basal-like phenotypic characteristics. In the luminal B group, most patients (87.5%) received hormone therapy, or a combination of hormone therapy and chemotherapy (Additional file 1: Fig. S2A), which proved effective, with more than 91% of patients showing no evidence of disease at follow-up (Additional file 1: Fig. S2B). No patients received neoadjuvant chemotherapy (Fig. 2A). Most tumors in the luminal B group showed strong PR positivity (Additional file 1: Fig. S2C) and all tumors were negative for HER2/neu amplification (Additional file 1: Fig. S2D), which are more typical features of a luminal-like breast cancer subtype. In comparison to low-ER tumors, none of the luminal B tumors contained the constellation of basal-like histologic features we observed in 43% of low-ER tumors. Instead, typical luminal B features include poorly differentiated tumors with irregular, infiltrative borders, scattered tubule formation within a desmoplastic stroma, and tumor cells infiltrating as small solid nests (Fig. 2B, C).

**Fig. 2:**
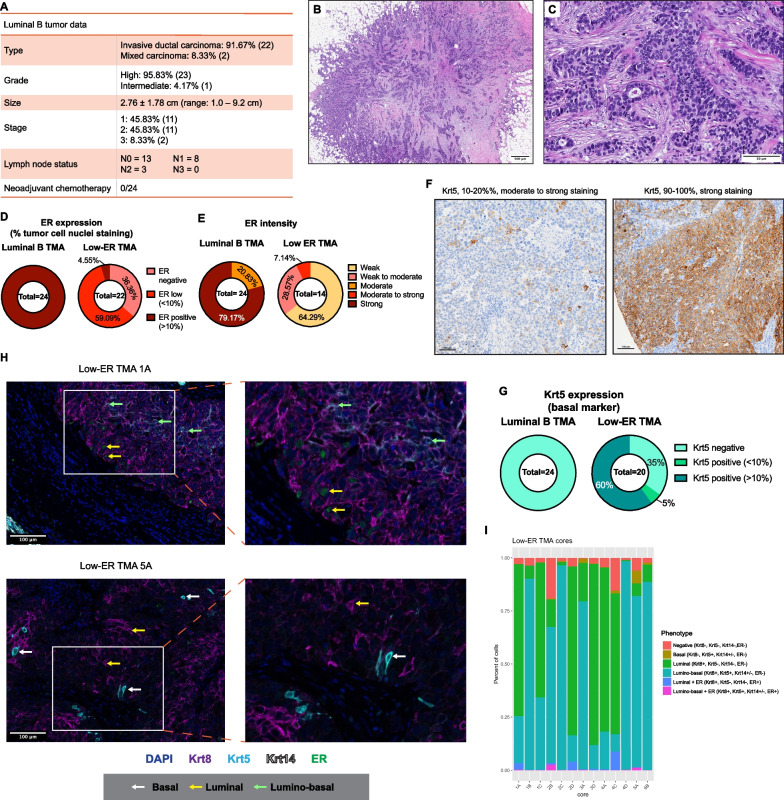
Low-ER tumors are distinct from luminal B tumors. **A** Details of the luminal B tumors included in TMAs as a comparison to Low-ER tumors. **B**, **C** H&E staining showing typical features of a luminal B tumor (high-grade invasive ductal carcinoma ER+ (> 90%) PR+ (30%) HER2- high Ki67 tumor). **B** Lower power image showing a poorly differentiated carcinoma with irregular, infiltrative borders (1X H&E). **C** Tumor cells infiltrating as small solid nests with scattered tubule formation within a desmoplastic stroma. Note the lack of necrosis, solid growth, and a tumor associated lymphoplasmacytic infiltrate typically seen in breast carcinomas with basal-like characteristics (20X H&E). **D**, **E** ER expression (**D**) and intensity (**E**) levels of the luminal B tumors. **F** Representative images of Krt5 IHC staining in low-ER TMAs. **G** Quantified Krt5 expression in luminal B and low-ER TMAs. **H** Representative images of TSA staining containing heterogeneous populations in low-ER TMAs. Samples were stained with Krt8 (purple), Krt5 (cyan), Krt14 (white), ER (green), and DAPI (blue). White arrows point to basal tumor cells, yellow arrows point to luminal tumor cells, and green arrows point to lumino-basal tumor cells. **I** Quantification of different cell phenotypes found within 13 of the low-ER TMA cores which were found to harbor heterogeneous populations (TMA cores with homogenous populations were excluded)

The two TMAs were stained for expression of ER (luminal marker) and Krt5 (basal marker). As expected, immunohistochemistry (IHC) staining of these TMAs showed that all 24 luminal B samples were ER-positive (> 10% ER-expressing cells), with almost 80% showing strong ER intensity, while the low-ER samples were mostly low-ER-expressing, with weak or moderate ER intensity (Fig. 2D, E, and Additional file 1: S2E). Eight tumor cores in the low-ER TMA were observed to stain negative for ER, while one had 10–20% ER-positive nuclei. The low-ER tumors were identified based on ER expression in the diagnostic biopsy, while TMA cores were obtained from the surgical specimens. These tumors are still biologically low-ER tumors; however, due to focal ER expression and heterogeneity, the ER expression of these tumor cores may vary. When stained for Krt5, a basal marker used to identify basal-like breast cancer subtypes, none of the luminal B samples expressed Krt5 (Additional file 1: Fig. S2F), but 65% of the low-ER samples were Krt5^+^ (Fig. 2F, G). Staining for p63, another basal marker, also showed higher positivity in low-ER tumors compared to luminal B (Additional file 1: Fig. S2G). These data support histologic observations that low-ER tumors are more basal-like and express higher levels of basal markers than luminal B tumors.

We wanted to further investigate if the expression of basal markers within the low-ER tumors corresponded to a loss of luminal marker expression. Tyramide Signal Amplification (TSA) staining [25, 26] was used with luminal marker ER and Krt8 antibodies in addition to basal markers Krt5 and Krt14. We utilized this staining method as it allows the use of multiple antibodies raised in the same species and have previously used it to stain TMAs containing hundreds of patient tumor samples [27, 28]. All luminal B TMA cores strongly expressed both ER and Krt8, with no expression of either basal marker (Additional file 1: Fig. S2H and S2I). In contrast, low-ER TMA cores exhibited more heterogeneous ER, Krt5, and Krt14 expression (Fig. 2H and Additional file 1: S2J). Importantly, the low-ER TMA cores also expressed high Krt8 levels, suggesting luminal lineage identity is retained despite the reduction in ER and increase in Krt5 expression. Along these lines, most of the Krt5-expressing tumor cells also co-expressed Krt8, with only a small percentage of cells exclusively expressing the basal marker.

The low-ER TMA cores were further analyzed to identify the different cell types that these heterogeneous tumors were comprised of. While a few cells were found to only express Krt5, most of the Krt5-expressing cells co-expressed Krt8. Krt14 was less abundant in these tumors, with Krt14^+^ cells also co-expressing both Krt5 and Krt8, indicating that most basal-like cells within these tumors express basal markers without losing their luminal identity, i.e., exhibiting a lumino-basal phenotype (Fig. 2H and Additional file 1: S2J). Cells with fully basal phenotypes in which only Krt5 was expressed were rare and only found in 9 out of 13 low-ER tumor cores (Fig. 2H, I, and Additional file 1: S2J). ER expression was expectedly weak and scarce, but was found both in cells expressing Krt8 only, and in cells co-expressing either Krt8 and Krt5 or Krt8 and Krt14 (Fig. 2H and Additional file 1: S2J).

To analyze the distribution of these various cell types within the low-ER tumors, we quantified each cell phenotype within the low-ER tumor cores. Of the 20 tumor cores analyzed, six cores predominantly consist of the luminal cells, seven cores predominantly consist of cells of the lumino-basal phenotype (Fig. 2I), and seven cores were excluded from analysis due to an absence of basal marker expression. As expected, ER expression is more abundant in cells of the luminal phenotype as compared to those exhibiting a lumino-basal phenotype. The strictly basal phenotype was also not commonly found within these tumors, indicating that tumor cells rarely lost all luminal marker expression to become fully basal. All of the tumor cores contain a relatively small proportion of cells that stained negative for all the markers tested, which may represent stromal cells or cells that have undergone an epithelial–mesenchymal transition (EMT) and have lost cytokeratin expression.

These results provide evidence that distinguishes low-ER tumors from luminal B tumors, both in terms of histopathology and luminal and basal marker expression. Furthermore, low-ER tumors are more heterogeneous in epithelial cell marker expression, with the emergence of a lumino-basal cell phenotype that could define the biologic properties of this subtype.

### Tumors with lower ER expression express a distinct basal signature

We sought to explore a larger set of ER-positive tumors, specifically to assess whether lower ER expression was associated with expression of a basal gene signature. We first analyzed 564 ER-positive breast cancer tumor cases from The Cancer Genome Atlas (TCGA), in which their ERα expression was quantified using Reverse Phase Protein Array (RPPA), which included both ER+/PR+, and ER+/PR− cases (Additional file 1: Fig. S3A). These cases were stratified into two groups; ERα low (141 cases, bottom quartile of ERα expression), and ERα high (423 cases, top 75% of ERα expression) (Fig. 3A) and analyzed their basal gene signature [29]. Unsupervised clustering of all basal signature genes revealed modules with higher relative expression in ERα low cases compared to ERα high cases (Additional file 1: Fig. S3B). Supervised clustering of these cases based on ERα expression revealed a statistically significant (Fig. 3B) upregulation of basal signature gene expression in the ERα low cluster (Fig. 3C) irrespective of PR status (Additional file 1: Fig. S3C). Similar results were observed when cases were stratified using *ESR1* mRNA levels instead of ERα levels (Fig. 3D, F, Additional file 1: S3D-F), whereby tumors expressing lower *ESR1* demonstrated an increased expression of genes conferring basal identity, suggesting that tumors gain basal-like traits upon concomitant reduction of ER levels. These differences in basal signature gene expression do not appear to influence the overall survival of patients with low ER expression (Additional file 1: Fig. S3G).

**Fig. 3:**
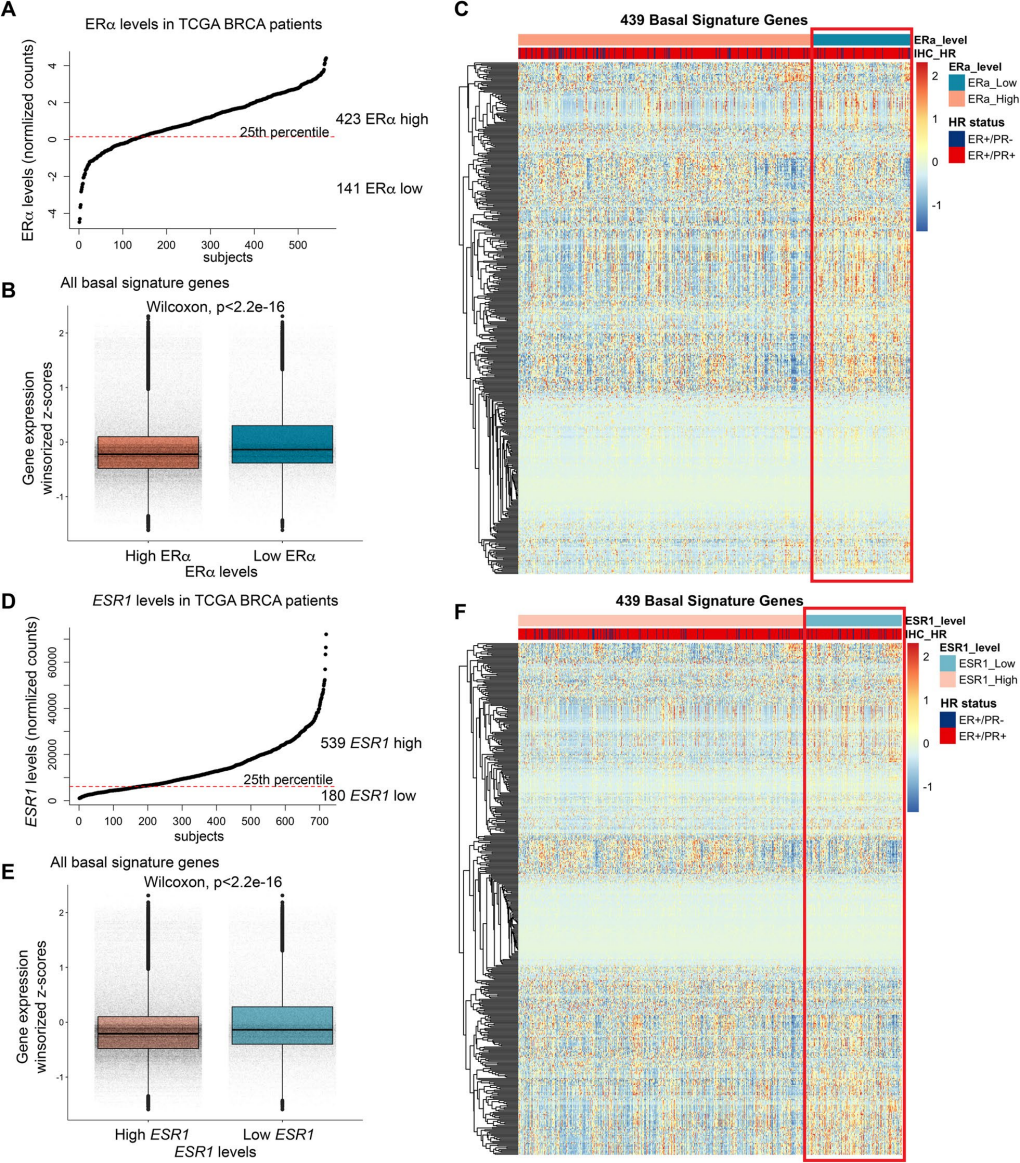
Distinct basal gene expression signature in tumors with lower ER. **A** Stratification of ER-positive breast tumor cases from TCGA into ERα low and ERα high groups, based on ERα expression. **B** Boxplots comparing the distribution of basal signature gene expression in the ERα low and ERα high groups. **C** Heatmap with supervised clustering of the ER-positive tumors highlighting higher basal signature gene expression in the ERα low group. **D** Stratification of ER-positive breast tumor cases from TCGA into *ESR1* low and *ESR1* high groups, based on *ESR1* expression. **E** Boxplots comparing distribution of basal signature gene expression in the *ESR1* low and *ESR1* high groups. **F** Heatmap with supervised clustering of the ER-positive tumors highlighting higher basal signature gene expression in the *ESR1* low group

### Tumor cell plasticity results in emergence of basal-like features in low-ER tumors

We reasoned that the emergence of basal-like characteristics in the low-ER luminal tumors may arise via two possible mechanisms. Firstly, an expansion of basal cells might occur during the later stages of tumorigenesis in low-ER tumors, or alternatively, cellular plasticity may reprogram luminal tumor cells and allow them to acquire basal-like traits. To identify which mechanism was at play, we carried out lineage tracing using a model that accurately captured aspects of low-ER breast tumors. MMTV-PyMT [30] is a mouse mammary tumor model that closely resembles human luminal B breast cancers [31] whereby late-stage tumors lose ER expression [32]. IHC staining for ER revealed weak to moderate expression in MMTV-PyMT tumors, with half of the tumors displaying less that 10% ER expression (Additional file 1: Fig. S4A and S4B).

In order to trace the lineage of the MMTV-PyMT tumor cells, either Krt8 (luminal) or Krt5 (basal) specific, tamoxifen-inducible CreERT promoters [13] were used to induce expression of GFP in an mTmG reporter mouse [33] to label luminal or basal cells, respectively (Fig. 4A, B). The most efficient mammary epithelial GFP labeling was observed when tamoxifen induction was performed 3 days per week on postnatal 3-week -old pups for the Krt5-CreERT/Rosa26-mTmG model (Additional file 1: Fig. S4C), and pups at postnatal weeks 5 and 6 of age for the Krt8-CreERT/Rosa26-mTmG model (Additional file 1: Fig. S4D). Tumors that eventually arose from these tamoxifen-pulsed mice were harvested and analyzed for GFP expression by immunostaining and flow cytometry.

**Fig. 4:**
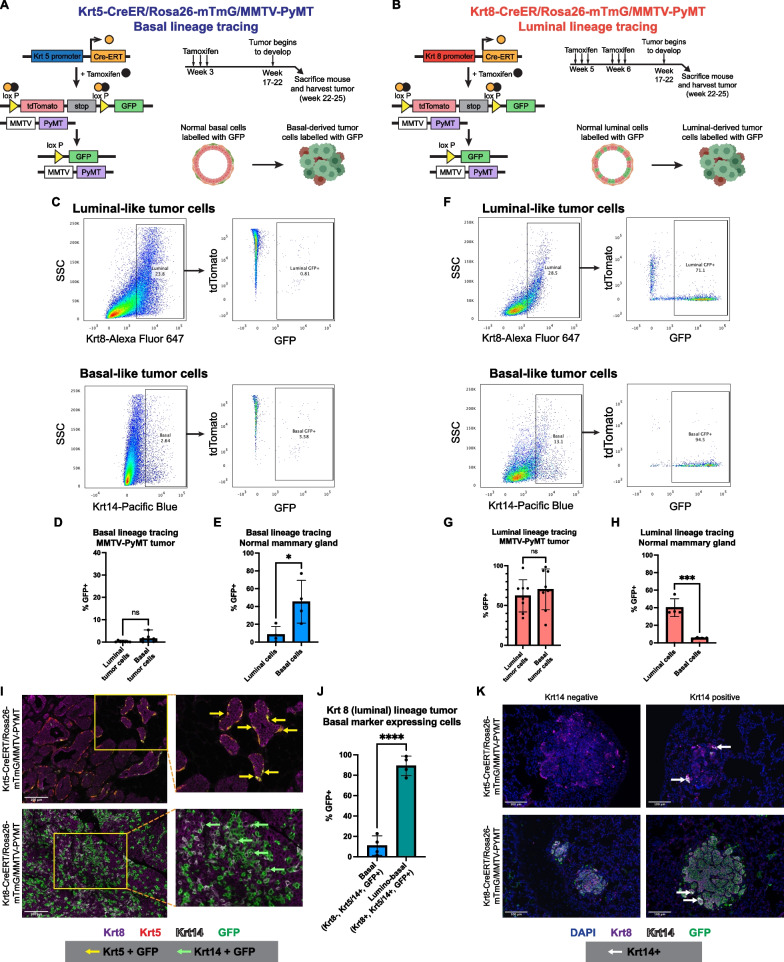
Basal-like MMTV-PYMT tumor cells arise from the luminal lineage. **A**, **B** Strategy to trace basal and luminal lineage tumor cells in MMTV-PyMT mice. Lineage-specific and tamoxifen-inducible CreERT2 was used to specifically label basal (**A**) or luminal (**B**) epithelial cells with GFP. **C** Representative flow cytometry plots of luminal and basal tumor cells inheriting the basal lineage GFP label. **D**, **E** Percentage of basal and luminal cells expressing basal lineage GFP in Krt5-CreERT/Rosa26-mTmG/MMTV-PyMT tumors (*n* = 7, *p* = 0.0513, unpaired t test) (**D**) and the normal Krt5-CreERT/Rosa26-mTmG mouse mammary gland (*n* = 4, *p* = 0.028, unpaired t test) (**E**). **F** Representative flow cytometry plots showing luminal and basal tumor cells inheriting the luminal lineage GFP label. **G**, **H** Percentage of basal and luminal cells expressing luminal lineage GFP in Krt8-CreERT/Rosa26-mTmG/MMTV-PyMT tumors (*n* = 8, *p* = 0.4938, unpaired t test) (**G**) and the normal Krt8-CreERT/Rosa26-mTmG mouse mammary gland (*n* = 4, *p* = 0.0005, unpaired t test) (**H**). **I** Representative images of TSA staining of Krt5-CreERT/Rosa26-mTmG/MMTV-PyMT and Krt8-CreERT/Rosa26-mTmG/MMTV-PyMT tumors. Samples were stained with Krt8 (purple), Krt5 (red), Krt14 (white), and GFP (green). Yellow arrows point to Krt5+ /GFP+ tumor cells, and green arrows point to Krt14+ /GFP+ tumor cells. **J** Quantification of lumino-basal tumor cells expressing GFP and strictly basal tumor cells expressing GFP from TSA-stained images of Krt8-CreERT/Rosa26-mTmG/MMTV-PyMT tumors. **K** Representative images of TSA staining of lung metastases from Krt5-CreERT/Rosa26-mTmG/MMTV-PyMT and Krt8-CreERT/Rosa26-mTmG/MMTV-PyMT mice. Samples were stained with Krt8 (purple), Krt14 (white), GFP (green), and DAPI (blue). White arrows point to Krt14-expressing cells

Flow cytometry analysis (Additional file 1: Fig. S4E) of tamoxifen-pulsed Krt5-CreERT/Rosa26-mTmG/MMTV-PyMT tumors revealed they were comprised of mostly GFP-negative cells (Fig. 4C), indicating that MMTV-PyMT tumors did not originate from the Krt5-expressing basal lineage. In addition, most of the basal marker-expressing population (Krt5+ or Krt14+) did not inherit the GFP label from the basal lineage (mean GFP-positive basal cells = 1.67%) (Fig. 4C, D). The small proportion of GFP-positive luminal cells are likely descendants of Krt5-expressing luminal cells that may be found in the terminal duct lobular units (TDLU) [34]. In contrast, a larger proportion (mean GFP-positive basal cells = 45.4%) of basal cells inherited the GFP label in the developing normal mammary gland (Fig. 4E). These results indicate that the basal-like tumor cells were not derived from the basal lineage, and that the basal-like traits emerging within MMTV-PyMT tumors did not arise from expansion of normal basal cells during the process of tumorigenesis.

On the other hand, tamoxifen-pulsed Krt8-CreERT/Rosa26-mTmG/MMTV-PyMT mice developed tumors that were primarily comprised of GFP-positive cells (Fig. 4F), indicating that they originated from the luminal lineage. Strikingly, most of the basal marker-expressing tumor cells were found to have also inherited the GFP label (mean GFP-positive basal cells = 70.26%) (Fig. 4F, G). In contrast, the GFP expression within the normal mammary gland was confined to a small percentage of basal cells (mean GFP-positive basal cells = 5.37%) (Fig. 4H). This indicates that the basal-like cells within these tumors arose from the luminal lineage, providing evidence for luminal-to-basal plasticity whereby luminal cells acquire basal-like traits.

TSA staining was also used to visualize and confirm the expression of GFP in luminal- or basal-like tumor cells. Luminal-like tumor cells were identified by Krt8 expression, whereas basal-like tumor cells were identified by either Krt5 or Krt14 expression. In Krt5-CreERT/Rosa26-mTmG /MMTV-PyMT tumors, co-expression of Krt5 and GFP was restricted to cells in the tumor periphery (Fig. 4I), suggesting that cells of the basal lineage were confined to the adjacent normal regions of the tumor, and that the small proportion of GFP-positive basal cells found in this tumor (Fig. 4C) are likely long-lasting myoepithelial cells present in adjacent normal tissues [35]. Furthermore, Krt5 itself was primarily expressed in these adjacent normal regions, with very few Krt5-expressing cells within the main tumor. On the other hand, Krt14 expression was more abundant throughout the tumor (Additional file 1: Fig. S4F), indicating that Krt14 could serve as a more appropriate marker to track basal identity within these tumors.

GFP expression was more abundant throughout the Krt8-CreERT/Rosa26-mTmG/MMTV-PyMT tumors (Fig. 4I and Additional file 1: S4G), reflecting their luminal origin, with most of these GFP-expressing cells co-expressing Krt8. No GFP expression was observed in basal lineage cells on the tumor periphery, confirming that the expression of GFP is restricted to luminal lineage cells (Additional file 1: Fig. S4G). Co-expression of GFP and Krt14 was also observed, with about 50% of basal marker-expressing cells co-expressing GFP (mean = 47.79%) (Additional file 1: Fig. S4H), confirming the luminal lineage of these basal-like tumor cells. Interestingly, most of the cells co-expressing GFP and Krt14 also co-expressed Krt8 (Fig. 4I), suggesting that these tumor cells do not completely lose their luminal identity, but instead gain a lumino-basal phenotype. Quantification of these phenotypes within the tumor show that about 90% of the basal marker and GFP co-expressing cells were of the lumino-basal phenotype (mean = 89.10%), with only about 10% of cells transitioning to a fully basal phenotype without Krt8 co-expression (mean = 10.90%) (Fig. 4J). These findings are consistent with the results from the flow cytometry analysis of these tumors which show that most of the tumor cells expressing the basal marker Krt5 or Krt14 descended from the luminal lineage.

### Distant metastases are seeded by tumor cells of luminal origin

In addition to influencing the course of therapy, lineage plasticity could also play an important role in promoting metastasis within luminal-like tumors. To investigate whether one lineage is important for metastasis than the other, we analyzed lungs from Krt5-CreERT/Rosa26-mTmG/MMTV-PyMT and Krt8-CreERT/Rosa26-mTmG/MMTV-PyMT tumor bearing mice. TSA staining of these lungs for Krt8, Krt14, and GFP revealed no GFP expression in all 7 metastases from Krt5-CreERT/Rosa26-mTmG /MMTV-PyMT mice (Fig. 4K and Additional file 1: S4J). In contrast, 16 out of 17 lung metastases from Krt8-CreERT/Rosa26-mTmG /MMTV-PyMT mice express GFP (Fig. 4K, Additional file 1: S4I and S4J), indicating that the metastatic colony is seeded from a tumor cell of a luminal lineage.

All metastases, regardless of the model they arose from, exhibited Krt8 positivity (Additional file 1: Fig S4J), consistent with the luminal nature of the primary tumor. In contrast, Krt14 was only observed in a fraction of the metastases (6 out of 17), primarily on the periphery of the metastatic colony (Fig. 4K and Additional file 1: S4I). While this may suggest that luminal-to-basal plasticity may not be important in metastatic seeding, it is plausible that lumino-basal tumor cells may have lost their basal marker expression following metastatic colony formation.

Next, we addressed the requirement for lumino-basal cells for metastatic outgrowth, in contrast to its role in metastatic seeding. In our previous experiments above, lungs were obtained from euthanized mice when they reached tumor burden (~ 1.0mm^3^). Tumor burden was typically achieved about 4 weeks after an initial palpable tumor was observed, which may not allow sufficient time for the outgrowth of seeded metastases. In order to allow the lung metastases to continue to grow beyond this point, we surgically resected the primary tumor from a Krt8-CreERT/Rosa26-mTmG/MMTV-PyMT mouse, and allowed the lung metastases to develop until the surgically resected tumor began to regrow. This took an additional 3 weeks, which allowed the lung metastases to develop over a total of 7 weeks. Larger metastases were observed in this case, along with an increase in smaller metastatic nodules. Consistent with previous observations, all the metastases expressed GFP and Krt8, and only 20 out of 34 metastases exhibited Krt14 positivity (Additional file 1: Fig. S4J). Again, there is a possibility that lumino-basal tumor cells have lost their basal marker expression upon reaching the lung. As we are not able to study the metastatic process at multiple timepoints, it is unknown whether lumino-basal cells are important in the metastatic process.

### Single-cell RNA sequencing reveals SOX10 as a key driver of luminal-to-basal plasticity

To identify genetic drivers enabling the emergence of lineage plasticity, we carried out single-cell RNA sequencing to compare the gene expression profiles of lineage-restricted luminal tumor cells and luminal-derived basal tumor cells. 

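The single-cell data came from tumors of 2 mice of 1 genotype, and the mouse was the replicate. In MMTV-PyMT mice the mammary epithelium expresses the polyoma middle T oncogene and forms luminal tumors. Krt8-CreERT is a tamoxifen-inducible recombinase made in cells that express the luminal keratin Krt8, and the Rosa26-mTmG reporter switches from red to green fluorescent protein (GFP) where it acts, so that the descendants of a labelled luminal cell stay green. The mice received 150 mg/kg tamoxifen on 6 days in weeks 5 and 6, and the methods give a tumor volume of 1.5 cm3 at harvest. Live cells negative for DAPI, for the endothelial protein CD31 and for the leukocyte protein CD45, and positive for GFP, were sorted and loaded on a droplet system at a target of 10000 cells per mouse. Each captured transcript carries a unique molecular identifier (UMI), and UMIs, not reads, were counted.

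The matrix of mouse 1 held 63140346 UMIs in 6175 cell barcodes, and that of mouse 2 held 61529883 UMIs in 7538 barcodes. The paper gives an average of 25000 reads per cell; the values here use UMIs. The authors' cell annotation, with a cluster and signature scores for each cell, covered 3829 barcodes of mouse 1 and 5330 of mouse 2. These cells had a median of 15014 UMIs and 3534 genes in mouse 1 and of 9470 UMIs and 2699.5 genes in mouse 2. Of the barcodes without annotation, 2311 of 2346 in mouse 1 and 1948 of 2208 in mouse 2 held a higher mitochondrial share of UMIs than any annotated cell of that mouse, the highest being 19.4% and 19.3%. According to the methods, the authors mapped the reads with Cell Ranger, removed doublets with scDblFinder, removed cells by UMIs, genes and mitochondrial share, and integrated the mice with Seurat before they clustered the cells.

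For tests between clusters, the UMIs of all cells of a cluster were summed within each mouse, which gave 3410589 and 1590251 UMIs for cluster 6 and 1219562 and 2417170 for cluster 13 in mouse 1 and mouse 2. The sums were compared with edgeR's quasi-likelihood test, with TMM normalization and the mouse as a block, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Where a sum was left out as a check, the fit had no mouse block. Log2 fold changes are given with their standard error (SE). Levels are given in CPM, the UMIs of a gene per 1000000 UMIs of the sum. The clusters were drawn from the same expression values, so the test asks whether both mice show a difference and not whether the clusters exist. For shares of cells, each cell was thinned at random to 2000 UMIs and shallower cells were left out.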

Tumors were harvested from two Krt8-CreERT/Rosa26-mTmG /MMTV-PyMT mice and sorted by flow cytometry (Additional file 1: Fig. S5A) for all GFP-expressing cells to specifically analyze both luminal- and basal-like tumor cells of luminal origin. Dimensionality reduction with uniform manifold approximation and projection (UMAP) revealed the presence of a large, connected cluster of cells, in addition to a smaller cluster that showed clear separation from the larger cluster. 

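Every one of the 18 clusters in the authors' annotation held cells of both mice. Cluster 0 was the largest in each, with 25.3% (23.9 to 26.7%) of the annotated cells of mouse 1 and 25.5% (24.3 to 26.7%) of mouse 2 (exact Clopper-Pearson 95% intervals, which cover counting error only). Cluster 6 held 260 cells or 6.79% (6.01 to 7.63%) in mouse 1 and 167 cells or 3.13% (2.68 to 3.64%) in mouse 2. Cluster 13 held 1.91% and 3.60%. Cluster 2 took 1.23% of mouse 1 and 12.4% of mouse 2, cluster 15 took 4.99% and 0.319%, cluster 3 took 11.5% and 2.95%, and cluster 7 took 8.23% and 1.67%. The intervals of the 2 mice did not overlap in clusters 2 to 7, 10 to 13, 15 and 16. With 2 mice of 1 condition the spread between animals has 1 degree of freedom, and no test of the shares between the mice was made.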

Unsupervised clustering identified a total of 18 clusters (Fig. 5A), with similar results observed in the two mouse replicates (Additional file 1: Fig. S5B). Using previously described gene signatures [36], individual cells were scored to quantify their activity of luminal progenitor, mature luminal, and basal gene expression programs. 

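The authors' deposited score of the luminal progenitor signature was the highest of the 3 signature scores in 1992 cells (52.0%) of mouse 1 and 2958 cells (55.5%) of mouse 2. The mature luminal score was highest in 23.1% and 27.7% of the cells, and the basal score in 24.9% and 16.8%. Averaged over the cells of a cluster, the luminal progenitor score led in 11 clusters of mouse 1 and 13 of mouse 2. Scores run from 0 to 1, and a luminal progenitor score above 0.5 was found in 40.4% of the cells of mouse 1 and 38.3% of mouse 2.

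Luminal progenitor and basal scores were both above 0.5 in 331 cells (8.64%) of mouse 1 and 421 cells (7.90%) of mouse 2. Cluster 6 held 146 and 112 of these cells. As a mean of the mice, the share of such cells was 61.6% in cluster 6, 23.1% in cluster 11, 18.8% in cluster 15, 14.2% in cluster 16, 11.4% in cluster 1 and 11.2% in cluster 9, and under 10% in every other cluster. The limit of 0.5 divides a range and not a cell type: 388 cells of mouse 1 and 563 of mouse 2 had at least 1 of these scores within 0.1 of it. Cells of cluster 1 were shallow, with a median of 1133.5 UMIs as a mean of the mice.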

Most cells scored highly for the luminal progenitor signature (Additional file 1: Fig. S5C), in agreement with previous single-cell RNA analyses of MMTV-PyMT tumors [37]; however, cells from multiple clusters demonstrated concomitant luminal progenitor and basal signatures (Additional file 1: Fig. S5D), suggesting that tumor cells do not fully establish a basal identity, and instead express a combination of both luminal progenitor and basal markers. Cluster 6 demonstrated the greatest combined luminal and basal signature scores, suggesting these cells likely express a lumino-basal phenotype (Fig. 5B, C). 

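On average, cluster 6 had high scores of all 3 signatures. Its mean luminal progenitor score was 0.649 ± 0.0417 (SD, n = 2 mice), its mature luminal score 0.596 ± 0.0635 and its basal score 0.946 ± 0.0288, as means of the mice each the second highest of the 18 clusters. By mouse, the luminal progenitor score (0.619 and 0.678) was the fifth highest in mouse 1 and the highest in mouse 2, where cluster 11 came within 0.001, the mature luminal score was the second highest in both, and the basal score was the second highest in mouse 1 and the highest in mouse 2. As means of the mice, the sum of the luminal progenitor and basal scores was 1.60 in cluster 6 and at most 1.12 in any other cluster (cluster 16). On the same basis the sum of all 3 scores was 2.19 in cluster 6 and at most 1.48 elsewhere (cluster 11). In short gene lists fixed before the data were examined, transcripts of the basal and myoepithelial list, such as keratins of the basal layer and contractile proteins, stood at 5399.95 CPM in cluster 6 of mouse 1 and 5495 of mouse 2. Cluster 6 lay above all 17 other clusters in each mouse. The median of the clusters other than 6 and 13 was 338 and 340.1 CPM. The pan-luminal list of simple keratins, claudins and Epcam gave 9187 and 8135 CPM in cluster 6 against a median of 16884 and 17167. The luminal progenitor list gave 17338 and 11489 against 32256 and 24968.

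Luminal keratins (Krt8 or Krt18) and basal keratins (Krt5 or Krt14) were detected together, at 2000 UMIs per cell, in 52 of 245 cells (21.2%, exact Clopper-Pearson 95% interval 16.3 to 26.9%) of cluster 6 in mouse 1 and in 58 of 157 cells (36.9%, 29.4 to 45.0%) in mouse 2. Left out as too shallow were 15 and 10 cells. In cluster 13 they were detected together in 1 of 72 cells (1.39%) and 7 of 183 cells (3.83%). The median depths before thinning were 12774 and 8285 UMIs in cluster 6 and 15301.5 and 12171 in cluster 13. Without thinning the share was 30.8% and 43.7% of cluster 6 and 6.85% and 4.69% of cluster 13. Of the cluster 6 cells with a basal keratin UMI, 82.5% and 89.2% also had a luminal keratin UMI. Cluster 6 also held cells with transcripts of at least 3 fibroblast or endothelial genes and of fewer than 3 pan-luminal genes. Without thinning, these 45 and 36 cells had a mean luminal progenitor score of 0.907 in mouse 1 and 0.925 in mouse 2 and a mature luminal score of 0.869 and 0.998. The other cells of cluster 6 had a mean luminal progenitor score of 0.559 and 0.611, a mature luminal score of 0.484 and 0.542 and a basal score of 0.910 and 0.958. From the combined luminal and basal scores, the paper proposes that cluster 6 has a lumino-basal phenotype (Fig. 5B, C).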

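Cluster 13 carried the mature luminal program, with low scores of the other signatures. Its mean mature luminal score was 0.999 ± 0.00162 (SD, n = 2 mice), the highest of the 18 clusters, with a luminal progenitor score of 0.0835 ± 0.0642 and a basal score of 0.174 ± 0.0317. The mature luminal list, genes of hormone-sensing cells, gave 4045 and 5761 CPM in cluster 13 of mouse 1 and mouse 2, against a median of 788 and 514 over the clusters other than 6 and 13. As means of the mice, Prlr, the prolactin receptor, stood at 948 ± 349 CPM in cluster 13 and at most 105 elsewhere (cluster 11), and Foxa1, a pioneer factor of estrogen receptor target genes, at 110.0 ± 15.3 and at most 22.9 (cluster 10). Pgr, the progesterone receptor, reached 91.3 ± 97.8 CPM, with most of it in 1 mouse. Esr1, the estrogen receptor gene, stood at 74.2 ± 7.46 CPM in cluster 13. Higher were clusters 3 (171), 17 (130.5), 4 (130.3), 16 (104), 12 (97.1) and 5 (90.7).

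The basal score was 0.824 ± 0.143 in cluster 15 and 0.970 ± 0.00903 in cluster 16, the latter the highest of all clusters as a mean of the mice (in mouse 2 cluster 6 lay above it). Their luminal progenitor scores were 0.245 ± 0.0330 and 0.149 ± 0.0416. The mature luminal score of cluster 15 was 0.388 ± 0.279, which differed between the mice, and that of cluster 16 was 0.157 ± 0.0692. The basal and myoepithelial list gave 658 and 2721 CPM in cluster 15, much of it from the smooth muscle actin gene Acta2 at 1107 ± 1150.3 CPM, while Krt14 stood at 18.8 CPM and Krt5 had no UMI there. In cluster 16 the same list gave 244 and 341 CPM. Cluster 16 was set apart by cell division genes: Top2a, the topoisomerase of dividing cells, stood at 453 ± 53.7 CPM there and at most 40.2 elsewhere (cluster 8), and the list of 16 proliferation genes led all other clusters in both mice. Cluster 15 had 17 cells in mouse 2, so its values in that mouse rest on few cells.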

Cluster 13 demonstrated high scores specifically for the mature luminal signature, while clusters 15 and 16 demonstrated high scores specifically for the basal signature, suggesting that these clusters contain luminal- and basal-like tumor cells, respectively (Fig. 5B, C, and Additional file 1: S5E).

**Fig. 5:**
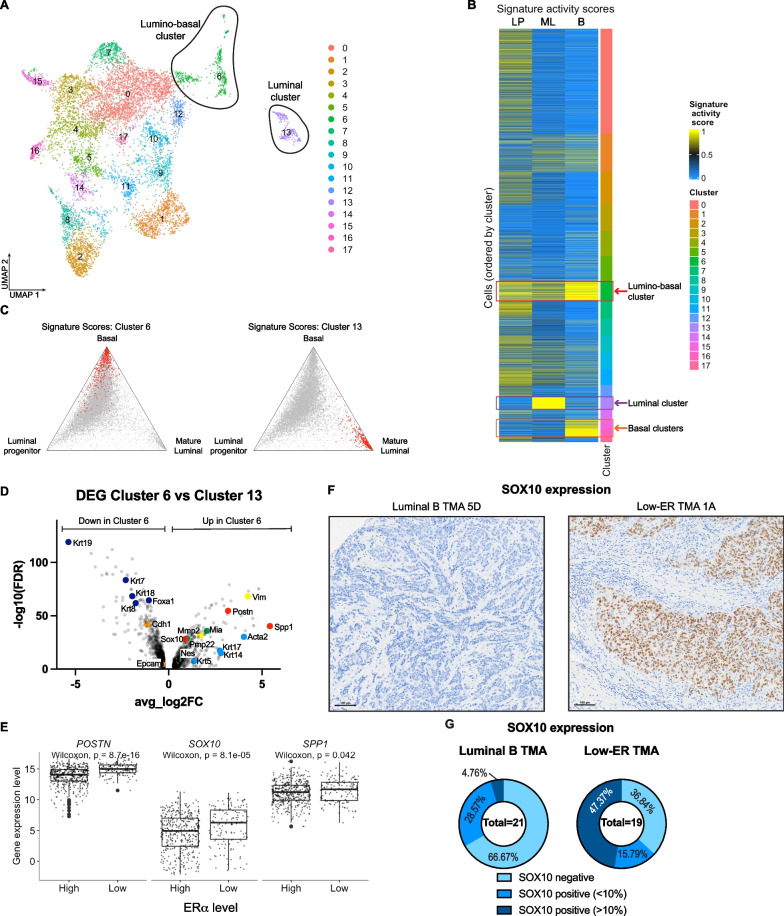
Sox10 is a potential driver of luminal-to-basal plasticity. **A** UMAP of Krt8-CreERT/Rosa26-mTmG/MMTV-PyMT tumor cells sorted for GFP. Unsupervised clustering divided the cells into 18 different clusters. **B** Heatmap showing the basal, mature luminal, and luminal progenitor gene signature activity in each cluster. Cluster 13 (purple box) has high expression of mature luminal genes, while clusters 15 and 16 (orange box) have high expression of basal genes. Cluster 6 (red box) has high expression of both mature luminal and basal genes, and is identified as the lumino-basal cluster. **C** Ternary plots showing the distribution of relative activity of luminal progenitor, mature luminal, and basal gene signatures across all tumor cells profiled by scRNA-seq. In the left plot, cells assigned to cluster 6 are highlighted in red, while cells assigned to cluster 13 are highlighted in the right plot. **D** Volcano plot showing genes upregulated and downregulated in cluster 6 as compared to cluster 13. Light blue points are basal marker genes, dark blue points are luminal marker genes, yellow points are mesenchymal genes, orange points are epithelial genes, red points are potential plasticity driver genes, and green points are SOX10 target genes. **E** Boxplots showing the differences in distribution of *POSTN*, *SOX10*, and *SPP1* gene expression between the ERα low and ERα high groups of tumors obtained from TCGA. **F** Representative images of SOX10 IHC staining in luminal B and low-ER TMAs. **G** Quantified SOX10 expression in luminal B and low-ER TMAs

To identify genes contributing to this lumino-basal plasticity, we compared the genes expressed in the lumino-basal cell cluster (cluster 6) against their possible ancestors, the lineage-restricted luminal cell (cluster 13). 

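Of 9794 genes with enough UMIs to test, 2782 differed between cluster 6 and cluster 13 at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of these, 1595 were higher and 1187 lower in cluster 6. Among the largest rises were the fibrillar collagen genes Col3a1 and Col1a2, at least 601-fold and at least 398-fold higher in cluster 6. Cluster 13 had no UMI of either, and the folds are lower limits at 3 UMIs over the group. On the same basis Igfbp3, which encodes a binding protein of insulin-like growth factors, was at least 519-fold and the cytokine gene Il6 at least 225-fold higher. The matrix proteoglycan gene Lum was at least 188-fold and the smooth muscle gene Cnn1 at least 166-fold higher. Col3a1, Col1a2 and Lum are among 13 genes listed as fibroblast genes. Col3a1 was concentrated in few cells, with 6754 CPM in the 32 cluster 6 cells that had 6 or more of these genes. It stood at 353 CPM in the 65 cells with 3 to 5, and at 591 CPM in cluster 6 as a mean of the mice. Fst, an antagonist of activin, had 3615 UMIs in cluster 6 and 1 in cluster 13, a depth-scaled ratio of 2629 (95% counting interval 472 to 103865). Among the largest falls, the uroplakin gene Upk3a was at least 1052-fold, the fatty acid receptor gene Ffar4 at least 280.1-fold and Dmbt1, a gene of secreted mucosal proteins, at least 259-fold lower in cluster 6. The fibrinogen chain gene Fgb had 1 UMI in cluster 6 and 3316 in cluster 13, a ratio of 4559.8 (95% counting interval 818 to 180156) in favor of cluster 13. Cited1, a co-regulator found in estrogen receptor-positive luminal cells, had a log2 fold change of -9.10 (SE 0.40, adjusted p = 8.5e-19). DESeq2 with the mouse as a covariate called 997 genes, but not Col1a2 (adjusted p = 0.055), Il6 (0.088), Lum (0.086), Cnn1 (0.089), Ffar4 (0.069) and Dmbt1 (0.074), and edgeR on cells thinned to 2000 UMIs called 854. With 1 sum left out, edgeR called 714 genes without cluster 6 of mouse 1 (Upk3a no longer, adjusted p = 0.077) and 0 without cluster 6 of mouse 2 (3053 at an unadjusted p under 0.05), and 1281 and 1387 without cluster 13 of mouse 1 and mouse 2.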

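The other gene lists gave mixed counts between the clusters, and no test of whole lists was made. Of 10 tested luminal progenitor genes, 6 were higher in cluster 6 and none was lower (7 higher when adjusted over the list alone). The iron carrier gene Trf had a log2 fold change of 3.10 (SE 0.24, adjusted p = 2.1e-12) in edgeR's quasi-likelihood test. Lcn2, which encodes an iron-sequestering secreted protein, had 2.29 (SE 0.17, adjusted p = 5.4e-13) in the same test. Elf5, the transcription factor of alveolar luminal progenitors, had a log2 fold change of -0.02 (SE 0.35, adjusted p = 0.98) from edgeR. It stood at 30.1 ± 18.8 CPM (SD, n = 2) in cluster 6 and 28.2 ± 2.76 in cluster 13. Of 3 tested milk protein genes, 1 was higher, the casein gene Csn3, and none was lower (3 higher when adjusted over the list alone). Of 11 hypoxia and glycolysis genes, 5 were higher and none was lower (5 higher and 1 lower when adjusted over the list alone). Vegfa, the vascular growth factor, was among them, with a log2 fold change of 1.54 (SE 0.24, adjusted p = 4.8e-06) from edgeR. Of 12 immediate early and heat shock genes, 7 were lower and none was higher (7 lower when adjusted over the list alone). Atf3, a stress-induced transcription factor, had -2.80 (SE 0.23, adjusted p = 6.8e-12) from edgeR. Of 10 interferon response genes, 6 were higher and 1 was lower (6 and 1 when adjusted over the list alone), led by Ifi27l2a, an interferon-induced mitochondrial protein gene. When cells with transcripts of other cell types were left out of both clusters, 1 of 7 tested genes of this list was higher and 2 were lower. Of 7 antigen presentation genes, 3 were lower and none was higher (4 lower when adjusted over the list alone). The immunoproteasome subunit gene Psmb8 had -1.92 (SE 0.24, adjusted p = 8.5e-08) from edgeR. Of 5 tested proliferation genes, 1 was higher, Pcna, the sliding clamp of DNA replication, and none was lower (1 higher when adjusted over the list alone). Its log2 fold change was 1.02 (SE 0.28, adjusted p = 0.0058) from edgeR. It did not pass in DESeq2 (adjusted p = 0.21), in cells thinned to 2000 UMIs (0.15 from edgeR) or against a fold of 1.5 (0.094), or with any 1 of the 4 sums left out (0.083 to 0.18). No gene kept its call in edgeR without cluster 6 of mouse 2. The loss of Trf, Lcn2, Vegfa, Atf3 and Psmb8 there is therefore not specific to them.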

Analysis of the differentially expressed genes between the cluster 6 and cluster 13 uncovered upregulation of basal marker genes (*Krt5*, *Krt14*, *Krt17*, and *Acta2*) (Fig. 5D, light blue points) and simultaneous downregulation of luminal marker genes (*Krt7*, *Krt8*, *Krt18*, *Krt19*, and *Foxa1*) (Fig. 5D, dark blue points) in cluster 6, supporting the proposed lumino-basal identity of this cluster. 

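Basal genes rose, and pan-luminal and mature luminal genes fell, in cluster 6 relative to cluster 13. Of 18 basal and myoepithelial genes, 16 were higher in cluster 6, none was lower and 2 did not pass edgeR's quasi-likelihood test (16 higher when adjusted over the list alone). Krt14, a keratin of basal epithelium on chromosome 11 of GRCm38 from 100203162 to 100207548, stood at 915 ± 245 CPM (SD, n = 2 mice) in cluster 6 and 41.9 ± 34.9 in cluster 13. Its log2 fold change was 4.59 (SE 0.29, adjusted p = 9.0e-15) from edgeR. Its partner keratin gene Krt5 (chromosome 15 from 101707070 to 101712898) had 160.0 ± 9.55 and 1.29 ± 1.82 CPM, a log2 fold change of 6.54 (SE 0.46, adjusted p = 1.3e-13) from edgeR. Krt17, a keratin of basal and stressed epithelium, had a log2 fold change of 6.18 (SE 0.40, adjusted p = 1.9e-14) from edgeR. Acta2, the smooth muscle actin of myoepithelial cells, had one of 8.60 (SE 0.33, adjusted p = 2.1e-20) from edgeR. Trp63, the transcription factor that specifies basal epithelium, had 3.90 (SE 0.48, adjusted p = 4.6e-08), again from edgeR. Tagln, another gene of contractile cells, had 4678 UMIs in cluster 6 and 3 in cluster 13, a depth-scaled ratio of 1134 (95% counting interval 388 to 5501).

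Of 10 pan-luminal genes, 9 were lower in cluster 6 and none was higher (10 lower when adjusted over the list alone). Of 11 mature luminal genes, 10 were lower and none was higher (10 lower when adjusted over the list alone). Krt8 (chromosome 15 from 101996698 to 102004482), a keratin of simple epithelium, remained abundant in cluster 6 at 2109 ± 45.4 CPM against 6873 ± 748 in cluster 13. The log2 fold change of Krt8 was -1.70 (SE 0.15, adjusted p = 5.1e-11) in edgeR's quasi-likelihood test. Its partner keratin gene Krt18 had -1.90 (SE 0.16, adjusted p = 6.7e-12) and Krt7 -2.39 (SE 0.21, adjusted p = 5.1e-11), both from edgeR. The largest fall among the pan-luminal genes was that of the keratin gene Krt19 (chromosome 11 from 100140810 to 100148665), from 6829 ± 486 CPM in cluster 13 to 89.4 ± 41.9 in cluster 6. The fall had a log2 fold change of -6.34 (SE 0.22, adjusted p = 3.9e-21) from edgeR. Foxa1 had a log2 fold change of -4.03 (SE 0.34, adjusted p = 1.7e-11) and Prlr of -5.41 (SE 0.27, adjusted p = 3.4e-17), both from edgeR. The hormone receptor genes Pgr and Esr1 had -4.51 (SE 0.48, adjusted p = 2.4e-09) and -1.47 (SE 0.30, adjusted p = 2.1e-04), again from edgeR. Without cluster 6 of mouse 1 the calls of Krt14 (adjusted p = 0.052), Krt17 (0.082), Pgr (0.17) and Esr1 (0.054, and 0.056 in DESeq2 with all sums) were lost. Without cluster 6 of mouse 2 no call was left, with an adjusted p from edgeR of 0.065 for Krt19, 0.065 for Acta2, 0.067 for Krt5 and 0.079 for Krt8.

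**Figure D1:**
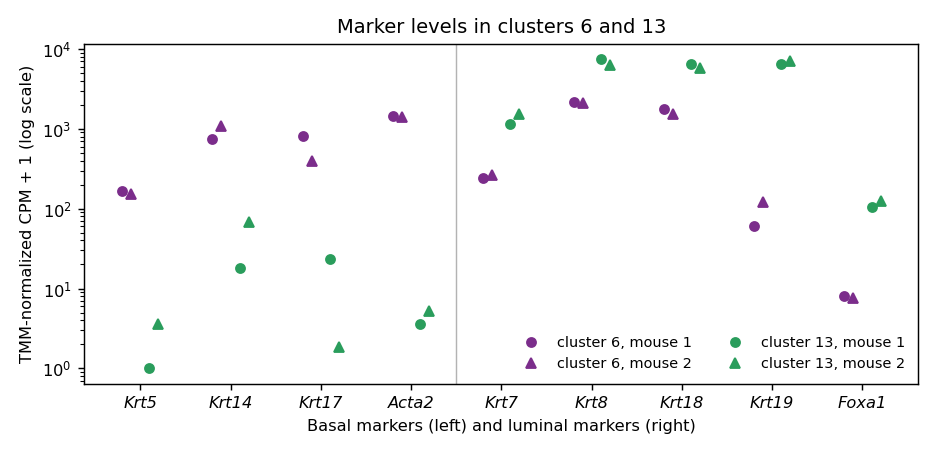
TMM-normalized CPM, plus 1 and on a log scale, of the basal genes Krt5, Krt14, Krt17 and Acta2 and the luminal genes Krt7, Krt8, Krt18, Krt19 and Foxa1 in the summed cells of cluster 6 and of cluster 13. Each symbol is 1 mouse.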

Of note, mesenchymal genes *Mmp2*, and vimentin (*Vim*) (Fig. 5D, yellow points) were upregulated in cluster 6, while epithelial genes E-cadherin (*Cdh1*) and Epcam (Fig. 5D, orange points) were downregulated, suggesting that the emergence of basal-like characteristics in these luminal-derived tumor cells may result from an epithelial to mesenchymal transition (EMT).

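All 13 tested mesenchymal genes were higher in cluster 6 than in cluster 13 in edgeR's quasi-likelihood test (13 when adjusted over the list alone). Vim, the intermediate filament of mesenchymal cells (chromosome 2 of GRCm38 from 13573927 to 13582826), stood at 1518 ± 279 CPM (SD, n = 2 mice) in cluster 6 and 7.74 ± 3.64 in cluster 13. This is a log2 fold change of 7.49 (SE 0.31, adjusted p = 2.7e-19) from edgeR. Mmp2, a matrix metalloproteinase gene on chromosome 8 from 92827291 to 92853420, had 982 UMIs in cluster 6 and 3 in cluster 13, a depth-scaled ratio of 238 (95% counting interval 81.2 to 1156). Prrx1, a transcription factor of mesenchyme, and Cdh2, the N-cadherin gene, had no UMI in cluster 13 and were at least 42.7-fold and at least 37.1-fold higher in cluster 6 (limits at 3 UMIs over the group). DESeq2 did not call either (adjusted p = 0.27 and 0.25).

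Of 12 epithelial adhesion genes, 7 were lower in cluster 6 and 1 was higher (8 lower and 1 higher when adjusted over the list alone). Cdh1, the E-cadherin gene (chromosome 8 from 106603351 to 106670246), had a log2 fold change of -1.34 (SE 0.23, adjusted p = 1.4e-05) from edgeR. The tight junction genes Cldn4 and Ocln had -4.32 (SE 0.20, adjusted p = 1.7e-18) and -2.54 (SE 0.29, adjusted p = 1.1e-08) in the same test. Pkp1, which encodes a desmosomal plaque protein, was the gene that was higher. Epcam (chromosome 17 from 87635979 to 87651129), an adhesion molecule of epithelium, stood at 3477 ± 753 CPM in cluster 6 and 4374 ± 358 in cluster 13. Its log2 fold change of -0.35 (SE 0.15, adjusted p = 0.093) did not pass edgeR's test.

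Transcripts of stromal cell types were higher in cluster 6 as well. Of 13 fibroblast genes 12 were higher and none was lower in edgeR's test (12 higher when adjusted over the list alone). All 4 tested endothelial genes were higher (4 when adjusted over the list alone), but Flt1 was lower in mouse 1 alone. With cells carrying genes of other cell types left out of both clusters, 1 endothelial gene could be tested and it did not pass. Of 3 tested pericyte genes, 2 were higher and 1 was lower (2 and 1 when adjusted over the list alone); none passed without cluster 6 of mouse 1 (adjusted p of the receptor genes Pdgfrb 0.054, Notch3 0.058 and the adhesion gene Mcam 0.063 from edgeR). Without thinning, 97 of 427 cluster 6 cells had a UMI of at least 3 fibroblast genes and 16 of at least 3 endothelial genes. Outside cluster 6 the counts were 3 and 2 of 8732 annotated cells. At 2000 UMIs per cell, the 216 cluster 6 cells with at least 3 pan-luminal genes and without stromal ones held 22.2% of the Vim UMIs and 19.5% of the Mmp2 UMIs of the cluster. The 40 cells with fibroblast genes and without luminal ones held 22.4% and 25.8%, and the 126 cells with neither held 44.9% and 53.5%. This last class depends on depth and mouse: it took 31.3% of cluster 6 at 2000 UMIs and 15.0% without thinning, and at 2000 UMIs 40.0% in mouse 1, with 55.9% of the Vim and 62.9% of the Mmp2 UMIs, and 17.8% in mouse 2, with 15.0% and 32.3%. With cells carrying genes of other cell types left out of both clusters, all 13 tested mesenchymal genes were again higher, and 3 of 5 tested fibroblast genes were higher and 1 was lower. The log2 fold change of Epcam was then 0.05 (adjusted p = 0.88 from edgeR; -0.43 and 0.029 with upper-quartile normalization of all cells). The call of Cdh1 was lost in edgeR without cluster 6 of mouse 1. Without cluster 6 of mouse 2 no call of any gene was left, those of Cdh1, Vim and Mmp2 included.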

From the list of upregulated genes in cluster 6, we selected 3 genes that may potentially regulate the luminal-to-basal plasticity observed in low-ER tumors (Fig. 5D, red points). 

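Spp1 (ENSMUSG00000029304, chromosome 5 of GRCm38 from 104435118 to 104441050) encodes osteopontin, a secreted glycoprotein of the matrix that binds integrins. It had the largest average log2 fold change between cluster 6 and cluster 13 among the 8541 genes detected in at least 10% of the cells of either cluster. It was 5.42 on Seurat's scale over the pooled cells of both mice. Within mouse 1 it was 6.20 and within mouse 2 5.14. The next genes were Sparc, which encodes a collagen-binding matricellular protein, at 4.82, the matrix Gla protein gene Mgp at 4.55, the secreted peptide precursor gene Ecrg4 at 4.50 and Igfbp5, another binding protein of insulin-like growth factors, at 4.27. In sums per mouse, Spp1 stood at 6606 ± 286 CPM (SD, n = 2) in cluster 6 and 75.0 ± 87.8 in cluster 13. The log2 fold change of the sums was 6.90 (SE 0.40, adjusted p = 1.3e-15) in edgeR's quasi-likelihood test. Its receptor gene Cd44 had a log2 fold change of 2.68 (SE 0.26, adjusted p = 3.0e-10) from edgeR. A UMI of Spp1 was found in 64.6% of the cells of cluster 6 and 13.2% of cluster 13, not thinned. Other clusters expressed Spp1 at lower levels, with 2543 CPM in cluster 11 and 2478 in cluster 2 as means of the mice. At 2000 UMIs per cell, 57.9% of the Spp1 UMIs of cluster 6 lay in cells with at least 3 pan-luminal genes and without stromal ones, and 7.12% in cells with fibroblast genes and without luminal ones. The call of Spp1 was lost in edgeR without cluster 6 of mouse 1. Without cluster 6 of mouse 2 the calls of Spp1 and Cd44 were lost, but there edgeR called no gene at all.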

The gene *Spp1*, which encodes the protein osteopontin (*Opn*), was selected as it has the highest effect size (avg_log2FC = 5.42). Osteopontin is usually found as a component of bone, as it is an extracellular structural protein; however, intracellular osteopontin has been found to regulate EMT [38] via its interaction with the stemness marker *Cd44* [39]. 

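Postn (ENSMUSG00000027750, chromosome 3 of GRCm38 from 54361109 to 54391037) encodes periostin, a secreted matrix protein. It was close to silent in cluster 13, with 1 UMI in both mice together against 3641 in cluster 6. The depth-scaled ratio was 2648 (95% counting interval 475 to 104612), with an adjusted p of 3.3e-19 in edgeR's quasi-likelihood test. It stood at 737 ± 81.8 CPM (SD, n = 2 mice) in cluster 6, and at most 54.3 in any other cluster as a mean of the mice (cluster 15). Its average log2 fold change on Seurat's scale was 3.18, 14th from the top. All 13 tested genes of the matricellular and basement membrane list were higher in cluster 6 (13 when adjusted over the list alone). Col4a2, a collagen chain of basement membranes, had 1305 UMIs in cluster 6 and 2 in cluster 13, a ratio of 475 (95% counting interval 131 to 3922). Sparc had a log2 fold change of 9.45 (SE 0.34, adjusted p = 9.9e-21) from edgeR. Within cluster 6 at 2000 UMIs per cell, 35.4% of the Postn UMIs lay in the cells with luminal and without stromal genes, 20.5% in the cells with fibroblast genes and without luminal ones, and 40.7% in cells with neither, a class that thinning enlarges. With cells carrying genes of other cell types left out, all 11 tested genes of the list were again higher. The calls of Postn, Col4a2 and Sparc were lost without cluster 6 of mouse 2, where edgeR called no gene at all.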

We also selected the gene *Postn*, which encodes periostin, an extracellular matrix protein that has been found to enable cell motility by binding to integrins α_V_β_3_ and α_V_β_5_ [40]. 

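Sox10 (ENSMUSG00000033006, chromosome 15 of GRCm38 from 79154908 to 79165240) encodes a transcription factor of neural crest and mammary progenitor cells. It was higher in cluster 6 than in cluster 13, at 109 ± 23.3 CPM (SD, n = 2 mice) against 25.2 ± 2.15, a log2 fold change of 2.09 (SE 0.30, adjusted p = 7.9e-07) from edgeR's quasi-likelihood test. On Seurat's scale its average log2 fold change was 0.88, 212th from the top. The other tumor cells, all annotated cells outside clusters 6 and 13, expressed Sox10 as well. Normalized for that comparison, Sox10 stood at 111 ± 25.7 CPM in cluster 6 and 134 ± 2.37 in the other tumor cells, a log2 fold change of -0.29 (SE 0.17, adjusted p = 0.31) from edgeR, which did not pass the test. By cluster, the mean CPM of the mice ranged from 68.4 in cluster 10 to 189 in cluster 1, with 111 ± 20.3 in cluster 6, and cluster 13 lay below all of these at 24.1 ± 1.88. Of the 17 other clusters, 9 lay below cluster 6 in mouse 1 and 3 in mouse 2.

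At 2000 UMIs per cell, a Sox10 UMI was found in 51 of 245 cells of cluster 6 in mouse 1 (20.8%, exact 95% interval 15.9 to 26.4%) and 21 of 157 in mouse 2 (13.4%, 8.47 to 19.7%). In cluster 13 it was found in 0 of 72 cells of mouse 1, which allows up to 4.99% of cells with a UMI at this depth (exact upper limit; not a limit on cells that express the gene), and in 2.19% of mouse 2. The other tumor cells had a share of 22.8% and 21.4%. Without thinning the shares were 60.4% and 42.5% in cluster 6, 11.0% and 7.81% in cluster 13 and 64.4% and 57.4% in the other tumor cells, at median depths of 12186 and 8146 UMIs in cluster 6 and 15278 and 11818.5 in cluster 13. Without cluster 6 of mouse 2 edgeR called no gene against cluster 13. The loss of the Sox10 call there is therefore not specific to Sox10.

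**Figure D2:**
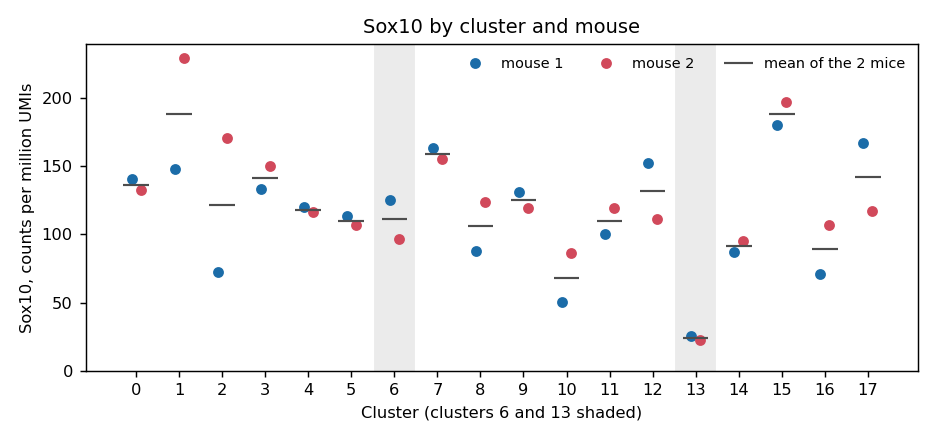
Sox10 in CPM in the summed cells of each cluster. Each dot is 1 mouse and each line the mean of the 2 mice; clusters 6 and 13 are shaded.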

Finally, we selected the transcription factor *Sox10*, as it has been implicated in the regulation of cell plasticity in mammary tumors [41]. Furthermore, three *Sox10* targets, *Nes*, *Mia*, and *Pmp22*, identified using TRRUST v2 (Transcriptional Regulatory Relationships Unraveled by Sentence-based Text mining) [42], were found to be upregulated in cluster 6 as well (Fig. 5D, green points), further supporting the role that this transcription factor may play in driving plasticity.

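All 3 of the targets passed edgeR's quasi-likelihood test in cluster 6 against cluster 13 (3 when adjusted over the list alone). Pmp22, a membrane protein of peripheral myelin (chromosome 11 of GRCm38 from 63128982 to 63159547), stood at 101 ± 11.6 CPM (SD, n = 2 mice) in cluster 6 and 3.23 ± 1.52 in cluster 13. Its log2 fold change was 5.05 (SE 0.42, adjusted p = 7.3e-12) from edgeR. Mia, a secreted protein of melanoma and cartilage (chromosome 7 from 27179742 to 27181157), stood at 397 ± 48.6 and 31.2 ± 7.02 CPM. For Mia the log2 fold change was 3.68 (SE 0.28, adjusted p = 7.3e-13) from edgeR. Nes, the intermediate filament nestin of progenitor cells (chromosome 3 from 87971078 to 87980451), stood at 50.1 ± 3.73 and 13.3 ± 0.621 CPM. The log2 fold change was 1.90 (SE 0.35, adjusted p = 4.4e-05) from edgeR. Against the other tumor cells, the log2 fold change was 2.09 (SE 0.17, adjusted p = 7.4e-05) for Pmp22, and 1.91 (SE 0.17, adjusted p = 1.3e-04) for Mia, both from edgeR. That of Nes, -0.30 (SE 0.19, adjusted p = 0.32) from edgeR, did not pass; with all clusters in 1 fit it was 0.74 (adjusted p = 0.043). Mia had an adjusted p of 0.056 from edgeR without the other tumor cells of mouse 2. As a list, the targets gave 594 CPM in cluster 6 of mouse 1 and 526 of mouse 2, above each of the 17 other clusters. Mia made up most of this; without it the list lay above 17 other clusters in mouse 1 and 16 in mouse 2. Nes alone, at 51.2 CPM as a mean of the mice, lay below clusters 0, 3, 4, 7, 15, 16 and 17.

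SOX10 is also a factor of Schwann cells. Of 4 tested Schwann cell genes 2 were higher and 2 were lower in cluster 6 than in cluster 13 (the same counts when adjusted over the list alone). S100b, a calcium-binding protein gene of glia, had 152 UMIs in cluster 6 and 3 in cluster 13, a depth-scaled ratio of 36.8 (95% counting interval 12.4 to 181); with all clusters in 1 fit its adjusted p was 0.065 from edgeR. The myelin protein gene Mbp had a log2 fold change of -2.05 (SE 0.29, adjusted p = 5.9e-07) and the receptor gene Erbb3 -2.67 (SE 0.30, adjusted p = 8.3e-09), both from edgeR. The Schwann cell list gave 115 and 98.1 CPM in cluster 6 against a median of 112 and 147 in the clusters other than 6 and 13. On this list cluster 6 lay above 8 other clusters in mouse 1 and 0 in mouse 2. Without Erbb3, its most abundant gene, these counts were 14 and 7. The calls of Pmp22, Mia and Nes were lost in edgeR without cluster 6 of mouse 2, as was that of every other gene.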

To assess the roles of each candidate gene on lumino-basal plasticity in low-ER tumors, we analyzed the expression of these genes in the ERα low vs ERα high stratified tumors obtained from TCGA (Fig. 3). The expression of all 3 genes were found to be significantly higher in the ERα low group of tumors, as compared to the ERα high group (Fig. 5E). We further analyzed protein expression of these potential plasticity drivers in the luminal B vs low-ER tumor TMAs by using IHC staining. Periostin expression was mostly relegated to the stroma, with no tumor cells found expressing this protein (Additional file 1: Fig. S5F). Osteopontin could also be detected in the stroma, while tumor cells staining positive for this protein appear to be present on the edges of the tumor (Additional file 1: Fig. S5G); however, there was no difference in osteopontin expression between tumors in the luminal B or the low-ER TMAs (Additional file 1: Fig. S5H). On the other hand, SOX10 appears to have a more direct correlation to low-ER tumors (Fig. 5F), with high (> 10% of tumor cells) expression of SOX10 observed in 47.47% of low-ER tumors, while only 1 of the luminal B tumors (4.76%) expressed high levels of SOX10. 66.67% of luminal B tumors stained negatively for SOX10, compared to only 38.84% of low-ER tumors (Fig. 5G), further indicating that SOX10 is more highly expressed in low-ER tumors, as compared to luminal B tumors. This suggests that SOX10 could be a potential driver of luminal-to-basal plasticity, expressed in both the MMTV-PyMT mouse tumors and in low-ER patient tumors.

Finally, we sought to explore if the presence of a larger lumino-basal population might influence overall survival in patients. To this end, we again analyzed ERα low and ERα high tumors obtained from TCGA, stratified by Krt5 (Additional file 1: Fig. S5I) and *SOX10* (Additional file 1: Fig. S5J) expression. In the ERα low group, high expression of both Krt5 and *SOX10* correlate with a better prognosis, although this may be due to the smaller sample size of patients represented in this group (Additional file 1: Fig. S5I and S5J). In the ERα high group, high Krt5 expression also appears to correlate with a better prognosis (Additional file 1: Fig. S5I), while *SOX10* expression on its own does not influence overall survival (Additional file 1: Fig. S5J). These results suggest that Krt5 and *SOX10* may contribute to improved prognosis for patients with low and high ER expression; however, the influence of the lumino-basal population as a whole cannot be evaluated from this data, as the lumino-basal population is not defined by only these two genes. Identifying a lumino-basal gene signature, and whether high expression of this gene signature contributes to poor prognosis in breast cancer patients, may be more useful in elucidating the influence of the lumino-basal population on patient survival.

## Discussion

Our study demonstrates that low-ER breast carcinomas represent a distinct subset of luminal-like tumors, and should be classified as a separate tumor subtype from luminal A and B tumors for the purposes of therapy. We found that cells within the low-ER tumors undergo luminal-to-basal plasticity, which introduces lumino-basal heterogeneity, allowing them to gain basal-like characteristics. These findings potentially reframe the current intrinsic subtypes of breast cancer as connected to each other, instead of being distinct subsets, and that the different subtypes could essentially represent different stages of evolutionary progression of breast tumors as they deviate from their lineage of origin. This lineage divergence may influence breast cancer diagnosis and treatment, as luminal-like tumors which typically exhibit better response to therapy, may evolve into more basal-like counterparts in response to drug-induced evolutionary pressures that could selectively eliminate their luminal-like ancestors while sparing basal-like tumor cells.

Lineage plasticity has also been previously described in other breast carcinoma studies. Li et al. [43] found basal marker expression in luminal lineage-labeled cells, although they did not carry out further investigations on this observation. Hein et al. [44] observed that oncogenic transformation of the luminal lineage resulted in a small percentage of tumor cells co-expressing Krt5; however, their model utilized HA-tagged Polyoma Middle T antigen (PyMT) and Erb-B2 oncogenes to both induce transformation and label the luminal lineage, whereas our lineage-tracing strategy uncoupled the process of oncogenesis from lineage labeling. The use of the MMTV promoter to drive the expression of the PyMT oncogene allowed this protein to be expressed in both luminal and basal cells, as previously shown [37], while lineage labeling using keratin-driven *Cre* recombination, allows specific labeling of either luminal or basal cells. Consistent with our observations, they also found Krt5 expression to be restricted to the edges of the tumor. Finally, Koren et al. [45] and Van Keymeulen et al. [46] noted that PIK3CA mutations could induce oncogenesis and multipotency within mammary cells, resulting in heterogeneous, multilineage tumors. These findings suggest that oncogenesis and lineage plasticity can occur simultaneously by the activity of various oncogenes. While we have identified SOX10 as the potential driver for lineage plasticity, it is unknown whether this transcription factor itself is activated by PyMT the driver oncogene used in our model. PyMT is known to induce oncogenic transformation via interacting with, and activating c-Src [47], a non-receptor tyrosine kinase, thereby activating various other signaling molecules such as Shc [48] and PI3K [49]. It is thus possible that one of the cell signaling pathways activated may lead to an increase in SOX10 transcription and activity, and the PyMT oncogene may indirectly have an effect on SOX10 function. Further studies must be carried out to in order to identify if and how lineage plasticity can occur independently from oncogenesis, as the homogeneous tumor cell populations observed within some luminal-like tumors suggest that oncogenic transformation may not always lead to lumino-basal plasticity. Furthermore, our study showed specific unidirectional luminal-to-basal plasticity, and not simply multipotency, which has important implications when considering the potential evolution from a luminal-like to a basal-like tumor, as mentioned previously.

This study has uncovered the emergence of a lumino-basal subpopulation within low-ER tumors, which aids in the understanding of lineage plasticity in the evolution of these tumors. Well-known luminal and basal gene signatures were used to identify this lumino-basal cell type in mouse tumors; however, a lumino-basal signature remains, as yet, undefined. The use of a small sample size of 2 mice was insufficient to provide enough data to define a murine lumino-basal gene signature. It would also be useful to identify a human lumino-basal signature that could aid in predicting patient outcomes and informing therapeutic decision-making. In order to define a robust lumino-basal signature, scRNA-seq would need to be performed on a larger sample set of human low-ER mammary tumors.

Our experiments on MMTV-PyMT mouse tumors have demonstrated that the emergence of the lumino-basal population in this model involves the expression of Krt14, but not Krt5. Krt14 is a myoepithelial/basal marker known to be expressed in several mammary stem cell or progenitor populations [50–52], whereas Krt5 appears to be more important for myoepithelial lineage commitment [53]. This suggests that the lumino-basal plasticity observed in these tumor cells involves a form of dedifferentiation of luminal-like cells into a more primitive cancer stem-like population. Furthermore, the emergence of basal-like characteristics in lumino-basal cells results from an incomplete luminal-to-basal transition, suggesting that a complete transition may not be necessary for tumor cells to gain the functional advantages endowed by a basal-like phenotype. An incomplete phenotypic transition is also commonly described in cells undergoing an epithelial–mesenchymal transition (EMT) [27, 54], which often assume a hybrid or intermediate state. Given that the lumino-basal population expresses higher levels of mesenchymal markers such as *Vim* and *Mmp2*, and the luminal population expresses higher levels of epithelial markers *Epcam* and *Cdh1* (Fig. 5D), the luminal-to-basal transition may simply be a form of EMT, with the lumino-basal cell phenotype taking the form of a hybrid or intermediate EMT cell state, thus potentially allowing these cells to gain more aggressive and stem-like characteristics. The correlation between residence in a particular EMT state and exhibiting luminal vs. basal lineage traits is, as yet, poorly understood.

The basal-like characteristics observed in low-ER tumors suggest that these tumors may represent a distinct intrinsic subtype, separate from the luminal B or the basal-like subtypes described Perou et al. [4]. Further subclassification of breast cancer subtypes by Sørlie et al. [5], identified a separate luminal C subtype that appears to cluster closer to the basal-like subtype, suggesting that this subtype may be similar to the low-ER tumors described in our study. Integrative clustering of genomic copy number and gene expression data performed by Curtis et al. [55] revealed 10 distinct breast cancer subgroups, one of which (IntClust4) appears to be similar to the low-ER tumors presented in our study. This cluster consists of a mix of ER-positive and ER-negative samples, including a proportion of ER-positive samples that were also defined as basal-like by PAM50, suggesting that the low-ER tumors exhibiting basal-like features identified in our study may align with this subgroup. Furthermore, significant lymphocytic infiltration was found in IntClust4, which was also observed in our low-ER tumor samples (Fig. 1I), supporting the similarities between the low-ER tumors and IntClust4.

The presence of basal-like cells within breast tumors has important implications in tumor development and metastasis. We have previously shown that PKA-induced reduction of the lumino-basal subpopulation may be important in limiting metastasis and reducing chemotherapy resistance [37]. The collective migration of breast cancer has also been shown to involve leader cells with a reactivated basal program [56], suggesting that the successful establishment of metastasis by these invading tumor clusters may depend on leader cells that have undergone luminal-to-basal plasticity. It is important to note that, while we are not able to assess the requirement for lumino-basal plasticity in metastasis from our data, we cannot rule out the possibility that the cells that established these metastases could have gained lumino-basal features within the primary tumor, which may have been subsequently lost upon lung colonization. Metastatic dissemination has been shown to involve cells that have undergone partial EMT [54], suggesting that maintaining cellular plasticity is beneficial in metastasis. Circulating tumor clusters have also been found to consist of multiple clones [57], suggesting that only a small percentage of lumino-basal cells may be required to successfully colonize distant sites. Further studies analyzing circulating tumor clusters in lineage-labeled mice, or studying early vs late metastases may help to address the importance of lumino-basal plasticity in metastasis. Alternatively, lineage ablation experiments can be carried out using mouse models with inducible and lineage-specific diptheria toxin, to eliminate the lumino-basal population, which could assess if metastases can still develop without lumino-basal tumor cells.

Although the MMTV-PyMT mouse is an appropriate mammary tumor model which is commonly used in the study of breast carcinomas [32], the oncogenic mechanism and development of these murine mammary tumors may not fully reflect the typical progression of human carcinomas. The use of this model in our lineage-tracing experiments may thus be a possible limitation in attempting to elucidate the origin of lumino-basal heterogeneity within low-ER tumors. This model, however, represents the closest to modeling low-ER breast cancers and to understand lineage plasticity and lumino-basal heterogeneity. Besides the use of this specific mouse model, alternative models may also be useful in attempting to study lumino-basal heterogeneity. Specifically, the *Brca1*^F22–24/F22–24^;*p53*^+/−^ mouse tumor model [58] more accurately reflects mammary epithelial transformation in human patients by introducing *Brca1* mutation and loss of *p53*. When crossed with *BLG-Cre* mice to induce oncogenesis in milk-producing luminal cells, this mouse model was shown to produce tumors that are basal-like and metaplastic. Substitution of *BLG-Cre* with Krt8- or Krt5-driven Cre could enable oncogenic transformation and lineage labeling to occur simultaneously. Additionally, lineage-specific labeling by *Cre* induction was performed at a relatively early stage of mouse development, which could potentially also result in the labeling of epithelial progenitor populations along with differentiated luminal and basal cells. It is thus possible, and likely, that the luminal-derived basal-like tumor cells in the Krt8-CreERT/Rosa26-mTmG/MMTV-PyMT mouse may have descended from a luminal progenitor ancestor instead of a differentiated luminal cell. To address this, lineage labeling of luminal progenitor cells could be carried out an ELF5-reporter that would specifically label this subpopulation [59]. This would allow the identification of tumor cells descending specifically from the luminal progenitor population, and determine if the lumino-basal population is derived from the luminal progenitor instead of differentiated luminal cells. Finally, in order to confirm if lumino-basal plasticity is a crucial step in tumor development, lineage ablation experiments can also be carried out to assess whether eliminating the lumino-basal subpopulation would interrupt tumor development.

The emergence of a lumino-basal population specifically in low-ER tumors suggest that the expression of basal-specific genes may be triggered by loss of ER function; however, attempts to visualize the co-expression of ER and basal cytokeratins in mouse tissue failed to yield robust results. The absence of anti-ER antibodies that are able to stain mouse tissues reliably precluded the TSA co-staining of ER with other keratin markers. Individual IHC staining for ER was suboptimal, with visible background and non-nuclear staining (Additional file 1: Fig. S4B), thus attempts to analyze co-staining of ER along with the luminal and basal cytokeratins proved to be challenging due to the added complexity of identifying co-staining across 4 markers. It is also possible that treatment of low-ER tumors with hormone therapies targeting ER may accelerate the expression of basal genes, thus enriching the lumino-basal population. Treatment of MMTV-PyMT tumors with anti-ER therapies such as tamoxifen has been shown to delay tumor development, without completely inhibiting tumor progression [60]; however, the effect of this treatment on basal gene expression is unknown. It is thus crucial to first elucidate if basal gene expression requires ER downregulation, and second, the mechanisms by which this occurs, in order to understand the effects of ER loss on the emergence of basal genes and characteristics.

We have uncovered that SOX10 may be responsible for driving the lumino-basal plasticity seen in the low-ER tumors. This is in agreement with previous studies demonstrating the role of SOX10 in regulating cell state plasticity in mammary tumors [41]. Interestingly, several recent studies have shown that SOX10 is preferentially expressed in triple-negative and metaplastic breast carcinomas and has emerged as a useful immunohistochemical marker to utilize in breast pathology practice [61, 62]. In addition, SOX10 is associated with developmental plasticity and bipotent progenitor identity in fetal mammary stem cells, suggesting that the activity of this transcription factor reflects the reactivation of the bipotent progenitor program in tumor cells. SOX10 has been shown to be expressed in TNBCs, and is associated with worse clinical outcomes in these patients [63], highlighting the similarities between this tumor subtype and the low-ER tumors in our study. SOX10 has also been shown to induce dedifferentiation and EMT [41], highlighting the increase in invasive potential of the basal-like progression of low-ER tumors, potentially leading to the worse prognosis and poor clinical outcomes observed in these patients.

## Materials and methods

### Dartmouth-Hitchcock Medical Center pathology database search

The pathology database (Cerner Millennium) at Dartmouth-Hitchcock Medical Center was retrospectively searched from January 2012 through August 2020 to identify all invasive breast cancer cases with low ER expression. Low ER expression was defined as a sample displaying 1–10% of cancer cells with ER expression by immunohistochemistry (IHC), according to the American Society of Clinical Oncology (ASCO)—College of American Pathologists (CAP) 2020 guidelines [9]. Pathology reports were reviewed to include all primary invasive breast cancers with low ER expression, and H&E and IHC slides were reviewed by a breast pathologist (KM). Pathologic characteristics were recorded from pathology reports and slide review and included tumor histologic type, tumor size, tumor grade (Nottingham combined histologic grade/modified Scarff–Bloom–Richardson grade), presence of ductal carcinoma in situ (DCIS), lymphovascular invasion, axillary lymph node status, and response to neoadjuvant therapy, when administered. For patients with a pathologic complete response after neoadjuvant therapy, tumor characteristics were assessed on the pre-treatment core biopsy. A tumor was considered to exhibit basal-like histologic features when all of the following were present: solid sheets of tumor cells with a syncytial growth pattern, high-grade, pleomorphic cytological features, abundant mitotic activity, tumor circumscription with pushing borders, prominent intratumoral and/or peripheral lymphocytic infiltrates, and tumor necrosis. Patient clinical features including age at diagnosis, treatment regimens, and follow-up status were recorded from electronic medical records.

### Determination of ER, PR, and *HER2/neu* expression

ER, PR, and *HER2/neu* were performed on diagnostic core needle biopsies in all cases. Biomarkers were repeated on a subsequent surgical specimen at the request of treating clinicians in a minority of cases (*n* = 10). Immunohistochemical assays for ER and PR were performed on paraffin-embedded tissue sections fixed in 10% neutral buffered formalin for 6–72 h using the polymer system technique with appropriate controls. The assays were performed according to the manufacturer’s instructions using Anti-ER (Cell Marque, 249-R-15-ASR, clone: SP1) and Anti-PR (Biocare Medical, ACA424B, clone: 16) antibodies. ER and PR were qualified (positive or negative) and quantified (% of tumor cells staining) by breast pathologists by “eyeballing” IHC stained slides. In addition, we evaluated for ER staining intensity (weak, moderate, or strong). *HER2/neu* analysis was performed using dual-probe FISH (Abbott Laboratories, PathVysion HER2 DNA probe kit) to assess for gene amplification and results were interpreted in accordance with the ASCO/CAP HER2 testing guidelines [64].

### Animal studies

All animal experiment IACUC protocols were approved by the Dartmouth College Committee on Animal Care. MMTV-PyMT mice ((Tg(MMTV-PyVT)^634Mul/LellJ^ mice on a C57Bl/6 J background, strain #: 022974) [30], Krt5-CreER mice (B6N.129S6(Cg)-*Krt5*^*tm1.1(cre/ERT2)Blh*^/J, strain #: 029155) [13], Krt8-CreER mice (Tg(Krt8-Cre/ERT2)^17Blpn^/J, strain #: 017947) [13], and Rosa26-mTmG reporter mice (B6.129(Cg)-Gt(ROSA)26Sor^tm4(ACTB−tdTomato,−EGFP)Luo^/J, strain #: 007676) [33] were purchased from The Jackson Laboratory. For tamoxifen induced mammary epithelial labeling, tamoxifen (Sigma-Aldrich, T5648-1G) was prepared by dissolving in commercially available corn oil for 5 h at 37 °C to a final concentration of 30 mg/ml. Krt5-CreERT/Rosa26-mTmG /MMTV-PyMT mice were administered 150 mg/kg (100 μl of tamoxifen stock for a 20 g mouse) of the tamoxifen stock 3 times per week at week 3, while Krt8-CreERT/Rosa26-mTmG /MMTV-PyMT mice were administered 150 mg/kg of the tamoxifen stock, 3 times per week at weeks 5 and 6. Mice were euthanized and tumors were harvested once tumors reached a volume of 1.5cm^3^, usually at weeks 20–25. For analysis of the normal mammary gland, mice were euthanized at 8 weeks or age matched to tumor bearing mice.

### Mammary gland dissociation

Mouse mammary fat pads were harvested and processed to obtain single-cell suspensions using established protocols [65] that were slightly modified. Mammary fat pads were digested in a solution of DMEM (Corning, 10–013-CV) with Hyaluronidase (Fischer Scientific, ICN10074091) and Collagenase A (Sigma-Aldrich, 10,103,586,001) for 2 h at 37 °C with gentle agitation using a rotator. Red blood cells were subsequently removed with an ammonium chloride lyse (8.02 g NH_4_Cl, 0.84 g NaHCO_3_, 0.37 g EDTA in 1L of water), and samples were agitated with Trypsin (Corning, 25–053-CI) and Dispase (Stem Cell Technologies, 7913) + DNAse I (Sigma-Aldrich, DN25-100 mg) for 1 min each to further dissociate the cells. Finally, samples were filtered through a 40 mm cell strainer (Corning, 431,750) to obtain a single-cell suspension.

### Mammary gland whole mount preparation and Carmine Alum staining

Whole mammary glands were spread on a glass slide and fixed with Carnoy’s fixative (60% ethanol, 30% chloroform, 10% glacial acetic acid) overnight at RT. Fixed tissue was rehydrated by washing with decreasing ethanol concentrations (70%, 50%, 30%, 10%) 2 times each for 10 min. Rehydrated tissue was then stained with Carmine Alum (Stem Cell Technologies, 07,070) for 48–72 h. Mammary glands were then dehydrated using increasing ethanol concentrations (70%, 95%, 100%) 2 times each for 15 min, and cleared in xylene overnight. Cleared mammary glands were then mounted with Permount mounting medium (Fischer Chemical, SP15-100) and glass coverslips and allowed to dry overnight. Slides were imaged on the PerkinElmer Vectra3 slide scanner.

### Tumor dissociation

Tumors harvested from euthanized mice were digested in DMEM containing 2 mg/ml Collagenase A and 100U/ml hyaluronidase at 37 °C for 2 h with gentle agitation using a rotator. Following digestion, samples were strained through 70 mm (Corning, 431751) and 40 mm cell strainers to obtain a single-cell suspension. Finally, red blood cells were removed with an ammonium chloride lyse, and cells were washed in PBS.

### FFPE tissue processing

Harvested mammary glands, tumors and lungs were placed in tissue biopsy cassettes and fixed in 10% Neutral Buffered Formalin (Leica, 3800598) at 4 °C overnight. The formalin was then removed and tissues were soaked in 70% ethanol at 4 °C for at least 2 days before embedding in paraffin blocks. Hematoxylin & Eosin (H&E) staining was performed on sections cut from the paraffin blocks. Embedding, sectioning, and H&E staining were performed by Dartmouth-Hitchcock Pathology Shared Resources.

### Flow cytometry and fluorescence assisted cell sorting (FACS)

Single-cell suspensions were first stained with fluorescently labeled antibodies. Tumor single-cell suspensions were stained with Alexa Fluor 700 anti-CD326 (Ep-CAM) antibody (Biolegend, 118239, clone: G8.8, 1:100 dilution), PE/Cyanine 7 anti-mouse CD31antibody (Biolegend, 102418, clone:390, 1:100 dilution), and PE/Cyanine 7 anti-mouse CD45 antibody (Biolegend, 103114, clone: 30-F11, 1:100 dilution) for 30 min on ice. Mammary gland single-cell suspensions were stained with all the above antibodies, with the addition of Super Bright 600 anti-CD49f (integrin alpha 6) antibody (Thermo Scientific, 63-0495-42, clone: GoH3, 1:100 dilution).

For staining intracellular keratins, single-cell suspensions were fixed for 15 min at RT in 2% paraformaldehyde (methanol free, Thermo Scientific, J19943-K2), and permeabilized for 15 min at RT in Intracellular Staining Perm Wash Buffer (Biolegend, 421002), before staining with recombinant anti-cytokeratin 8 antibody Alexa Fluor 647 (Abcam, ab192468, clone: EP1628Y, 1:100 dilution), and recombinant anti-cytokeratin 5 antibody (Abcam, ab236216, clone: SP27) conjugated to Dylight 405 (Abcam, ab201798), or anti-cytokeratin 14 monoclonal antibody (Thermo Scientific, MA5-11599, clone: LL002), conjugated to Pacific Blue (Thermo Scientific, P30013) for 30 min at RT. Samples were washed and resuspended in PBS supplemented with 2% FBS before being analyzed for cell marker expression using BioRad ZE-5 cell analyzer. Compensation was performed with the aid of single-stained Ultracomp eBeads plus compensation beads (Invitrogen, 01-3333-42). Analysis and plot generation was performed on FlowJo.

For sorting of GFP-expressing cells, single-cell suspensions were only stained for extracellular markers, and DAPI (Sigma-Aldrich, 10236276001) was added at a dilution of 1:1000 after the final wash step in order to facilitate live cell sorting. GFP-positive cells were sorted on FACSAria III cell sorter by first gating on DAPI-negative live cells, and CD31- and CD45-negative epithelial cells.

### Immunohistochemistry (IHC) staining

Slides are cut at 4 mm and air dried at RT before baking at 60 °C for 30 min. Automated protocol performed on the Leica Bond Rx (Leica Biosystems) includes paraffin dewax, antigen retrieval, peroxide block and staining. Heat induced epitope retrieval using Bond Epitope Retrieval 2, pH9 (Leica Biosystems, AR9640) was incubated at 100 degrees Celsius for 20 min (for anti-cytokeratin 5, Bond Epitope Retrieval 1, pH6.0 (Leica Biosystems, AR9961) was used instead). Primary antibody anti-ER (Cell Marque, 249-R-15-ASR, clone: SP1, 1:35 dilution), anti-p63 (Biocare Medical, CM163B, clone:4A4, 1:200 dilution), and anti-cytokeratin 5 (Abcam, ab236216, clone: SP27, 1:100 dilution) was applied and incubated for 15 min at room temp. Primary antibody binding is detected and visualized using the Leica Bond Polymer Refine Detection Kit (Leica Biosystems DS9800) with DAB chromogen and Hematoxylin counterstain. Slides were imaged using the PerkinElmer Vectra3 slide scanner, and PhenoChart. Staining was qualified and quantified by a breast pathologist (KM).

### Multiplexed TSA staining

Staining was optimized based on the PerkinElmer OPAL Assay Development Guide (August 2017). Sample slides were baked at 60 °C for 2 h to remove paraffin wax, followed by 3 xylene washes of 10 min each. Slides were then rehydrated with decreasing concentrations of ethanol (100%, 95%, 70%, and 50%), followed by fixation in 10% Neutral Buffered Formalin (Leica, 3800598) for 30 min at RT. Antigen retrieval was performed in BOND Epitope Retrieval Solution 1 (Leica, AR9961) for 20 min at high pressure in a pressure cooker. After the slides were cooled, they were rinsed in PBS, and endogenous peroxide activity was blocked by treatment with 3% hydrogen peroxide for 10 min. Slides were washed in TBS + 0.1% tween (TBS-T) and blocked in Antibody Diluent/Block (Akoya Biosciences, ARD1001EA) for 30 min at RT. Primary antibody were added and slides were incubated at RT for 30 min. After TBS-T washes, secondary antibodies were added and incubated at RT for another 30 min, followed by TBS-T washes. Opal fluorophore was applied to slides for precisely 6 min, followed by TBS-T washes. Slides were then boiled for 2 min in a microwave at 100% power, followed by 15 min at 20% power in AR6 Buffer (Akoya Biosciences, AR600250ML) to affix Opal to target sites and remove primary and secondary antibodies. This process is repeated for each primary antibody used. After staining with the final antibody, Spectral DAPI (Akoya Biosciences, FP1490) was added, and slides were mounted with ProLong Diamond Antifade Mountant (Invitrogen, P36961) and glass coverslips.

The primary antibody and Opal pairs used are as follows:

For TMA samples: anti-cytokeratin 14 (Abcam, ab119695, clone:SP53, 1:200 dilution) with Opal 620 (Akoya Biosciences, FP1495001KT, 1:500 dilution), anti-cytokeratin 5 (Abcam, ab64081, clone: SP27, 1:300 dilution) with Opal 520 (Akoya Biosciences, FP1487001KT, 1:150 dilution), anti-ER (Cell Marque, 249-R-15-ASR, clone: SP1, 1:70 dilution) with Opal 650 (Akoya Biosciences, FP1496001KT, 1:500 dilution), and anti-cytokeratin 8 (Abcam, ab53280, clone: EP1628Y, 1:400 dilution) with Opal 570 (Akoya Biosciences, FP1488001KT, 1:600 dilution).

For mouse tumor and lung samples: anti-cytokeratin 14 (1:200 dilution) with Opal 620 (1:500 dilution), anti-cytokeratin 5 (1:300 dilution) with Opal 690 (Akoya Biosciences, FP1497001KT, 1:150 dilution), anti-GFP (Cell Signaling, 2956, clone: D5.1, 1:150 dilution) with Opal 650 (1:500 dilution), and anti-cytokeratin 8 (1:300 dilution) with Opal 570 (1:600 dilution).

### Image processing, analysis, and phenotype training

Whole slide scans were imaged at 4 × resolution using the PerkinElmer Vectra3 slide scanner, and Regions of interest (ROIs) were selected on PhenoChart. ROIs were then imaged at 20 × resolution. Spectral unmixing was performed, and each Opal was assigned a color using the software InForm, which was also used to train the algorithm for phenotype quantification. Tissue and cell segmentation was performed (with the aid of DAPI as the nuclear marker, and Krt8, as the cytoplasmic marker), and cells were phenotyped based on marker expression, and validated by marker distribution (entire Cell Mean Fluorescent units extracted for each marker and normalized as a percentile of maximum and minimum fluorescence across all cells in all images).

### Re-analysis of TCGA breast cancer cohort

Preprocessed protein expression data from RPPA assays and gene expression data from RNA-seq from breast cancer patients in The Cancer Genome Atlas (TCGA) were downloaded from Synapse (https://doi.org/10.7303/syn300013).

For ERα-based analyses, 564 subjects of Luminal A and B primary breast tumors that were estrogen receptor-positive (ER+) with defined progesterone receptor (PR) status from immunohistochemistry staining were used. Binary classification of ERα levels were determined based on the distribution of ERα from RPPA assays. Subjects were defined as ERα low (*n* = 141) if the level of ERα were below the 25th percentile and as ERα high (*n* = 423) if the level of ERα were above the 25th percentile.

For *ESR1*-based analyses, 719 subjects of Luminal A and B primary breast tumors that were ER+ with defined PR status from immunohistochemistry staining were used. Binary classification of *ESR1* levels were determined based on the distribution of *ESR1* from RNA-seq. Subjects were defined as *ESR1* low (*n* = 180) if the level of *ESR1* were below the 25th percentile and as *ESR1* high (*n* = 539) if the level of *ESR1* were above the 25th percentile.

Gene expression levels of 439 basal signature genes (obtained from previously published data [29]) were available in the TCGA data. Winsorized Z-scores for each gene were used to compare the differences in expression between ERα/*ESR1* high and low subjects. Log2 transformed counts were used to compare the differences for *POSTN, SPP1*, and *SOX10*.

### scRNA-seq sample and library preparation

GFP expressing cells were collected from the FACSAria, resuspended in PBS+ 0.05% BSA and brought to the Genomics Shared Resource for processing. Cell suspensions were counted on a Nexcelom K2 automated cell counter and loaded onto a Chromium Single Cell G Chip (10 × Genomics Inc.) targeting a capture rate of 10,000 cells per sample. Single-cell RNA-seq libraries were prepared using the Chromium Single Cell 3’ v3.1 kit (10 × Genomics) following the manufacturer’s protocol. Libraries were quantified by qubit and peak size determined by Fragment Analyzer (Agilent). All libraries were pooled and sequenced on an Illumina NextSeq2000 using Read1 28 bp, Read2 90 bp to generate an average of 25,000 reads/cell.

### scRNA-seq data analysis

Raw sequencing data were demultiplexed to create individual FASTQ files using Cell Ranger (v.6.0.1) *mkfastq* (10X Genomics) [66]. Cell Ranger *count* was used to map sequence reads to the reference genome (mm10-2020-A) and construct a matrix of raw read counts. R-package Seurat (v.4.0.4) [67] was used for downstream processing, normalization, and dataset integration. Raw read counts for cell-containing droplets were imported into R v.4.0.3 using Seurat function *Read10X*. Doublets were identified and removed using the simulation-based approach implemented by function *scDblFinder* from R-package scDblFinder [68], with the doublet rate argument (dbr) set based on the number of recovered cells from each experiment. Cells with ≤ 500 UMIs or ≤ 200 detected features were removed from further analyses. Cells were further filtered to exclude those identified as outliers (using function *isOutlier* from R-package scater v.1.18.6 [69]) from the distribution of mitochondrial read counts (percentage reads mapped to mitochondrial genes). Genes with < 10 assigned reads across all samples were also removed prior to downstream analysis. Read counts were normalized using *sctransform* [70] with default settings. Datasets were integrated using the anchor-based integration framework implemented in Seurat, using 3000 integration features and reciprocal principal components analysis (RPCA) for anchor selection. Unsupervised clustering was performed at multiple resolutions using default parameters in Seurat. Clustree v.0.4.4 [71] was used to identify the optimal clustering solution for downstream analysis. Contaminating clusters expressing markers of lymphoid and myeloid lineages were identified and removed from the dataset, and the remaining cells were resubjected to unsupervised clustering analysis and dimensionality reduction. 

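Among the annotated cells, transcripts of immune cells were rare. The list of 10 macrophage genes was highest in cluster 2 in both mice, at 83.0 and 81.8 CPM, and gave 18.5 and 10.7 CPM in cluster 6. T and NK cell genes gave at most 20.1 CPM, in cluster 6 of mouse 2, of which Nkg7, a granule protein gene of cytotoxic cells, gave 10.1, and 0.586 in cluster 6 of mouse 1. B cell genes stayed at or under 2.60 CPM in every cluster of both mice. The neutrophil list, led by S100a8, a gene that stressed epithelium can also express, gave 117 and 957 CPM in cluster 14 and 151 and 547 in cluster 2, while hemoglobin genes reached 2763 CPM in cluster 1 of mouse 2 and 1.26 in its cluster 6.

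Between cluster 6 and cluster 13, 1 macrophage gene had enough UMIs to test, the lysosomal membrane gene Cd68, with a log2 fold change of 1.11 (SE 0.52, adjusted p = 0.11) from edgeR's quasi-likelihood test, which did not pass (1 higher when adjusted over the list alone). No T and NK cell, B cell or erythroid gene could be tested. Of the neutrophil and adipocyte lists 1 gene each was tested and was higher (1 each when adjusted over the list alone). S100a8 had a log2 fold change of 1.42 (SE 0.44, adjusted p = 0.014) from edgeR. The fatty acid carrier gene Fabp4, which endothelial cells also express, had 2.59 (SE 0.42, adjusted p = 7.1e-06) from edgeR. Without the mouse block neither passed (adjusted p = 0.47 and 0.18 from edgeR), nor with all clusters in 1 fit (0.43 and 0.11), and S100a8 did not pass in DESeq2 (0.25), with equal cell numbers (0.094), in thinned cells (0.21) or against a fold of 1.5 (0.056). In edgeR neither passed without cluster 6 of mouse 1 (adjusted p = 0.50 and 0.19), without cluster 6 of mouse 2 (0.86 and 0.81) or without cluster 13 of mouse 1 (0.92 and 0.37).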

Cluster specific marker genes for each cluster were identified using the Seurat function *FindMarkers* with arguments “min.pct = 0.1, only.pos = TRUE” and default parameters. Differential expression analysis was also performed using *FindMarkers* with argument “min.pct = 0.1” and default parameters. Luminal progenitor (LP), mature luminal (ML), and basal (MS) gene expression signatures (obtained from Pal et al*.* [36]) were scored for enrichment at the individual cell-level using variance-adjusted Mahalanobis (VAM) [72]. VAM generates cell-specific scores, using the gamma cumulative distribution function (CDF), between 0 (no enrichment) and 1 (highly enriched) for a given gene set. Log-normalized counts (generated by Seurat function *NormalizeData*) were used as input to function *vamForSeurat,* which was run with default settings. Squared adjusted Mahalanobis distances were used to generate ternary plots, positioning each cell according to its combined expression of LP, ML, and MS gene signatures.

### Raw scRNA-seq data

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus^73^ and are accessible through GEO Series accession number GSE214815 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE214815).

## Supplementary Information

**Additional file 1**. Supplementary figures 1–5.

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE214815 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE214815).

How the deposited data were processed for this re-analysis (not part of the article)

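The analysis used the processed single-cell files of the 2 tumors, 1 library per mouse and 1 condition. Units were checked on the values. The authors' deposited matrices hold raw UMI counts, as whole numbers, for 32285 genes and the barcodes that Cell Ranger (6.0.1, genome build mm10) called as cells. The authors' deposited cell annotation gives a cluster for each cell, UMI and gene counts after their gene filter, the mitochondrial fraction of UMIs, and for each of 3 signatures (luminal progenitor, mature luminal, basal) a variance-adjusted Mahalanobis (VAM) score from 0 to 1 and the distance it comes from. A further list by the authors holds the 16037 gene symbols that they kept. UMIs per cell recomputed from the matrices differed from the annotation by a median of 2 and at most 1548. The authors made the annotation with Seurat (4.0.3 in the processing notes): doublets called by scDblFinder, cells of few UMIs or genes and cells with an outlying mitochondrial share were removed, counts were normalized with sctransform, the mice were integrated and clustered together, and lymphoid and myeloid clusters were removed before the cells were clustered again. The mitochondrial fraction was used to compare barcodes with and without annotation, and the distances behind the scores were not used here. Barcodes without annotation were left out of all comparisons. The imaging and flow cytometry experiments of the paper were not analysed here.

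Cells were joined to the matrices by mouse and barcode, and all annotated cells were found. Genes were joined by Ensembl ID; 38 symbols belong to more than 1 ID and were kept apart. Positions are from GENCODE vM21 on GRCm38, the same build as the matrices and another annotation release. Sums of UMIs per mouse and cluster were the unit of every test, since cells of 1 mouse are not replicates. The sums of the other tumor cells, all annotated cells outside clusters 6 and 13, held 53999755 and 52965223 UMIs. Cluster 6 was compared with cluster 13, as in the paper, and with the other tumor cells, which is not a comparison of the paper. Both comparisons share the sums of cluster 6 and were not set against each other. edgeR 4.0.16 (with limma 3.58.1, R 4.3.3) was used with filterByExpr, TMM normalization, a quasi-likelihood fit with the mouse as a block, and Benjamini-Hochberg adjustment at a threshold of 0.05. The pairing comes from the animal. As a check of the pairing, the difference between mouse 1 and mouse 2 in 1 group was set against that in the other across genes, with a Pearson r of 0.139 for clusters 6 and 13 and 0.335 for cluster 6 and the other tumor cells. Genes are not independent replicates. Each fit had 1 residual degree of freedom, and the biological coefficient of variation was 0.193 and 0.190. Standard errors were taken as the log2 fold change over the square root of the F statistic.

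The test was tried on simulated sums with the depths of the data and a common spread for all genes. Of 100 genes changed 2-fold, edgeR called 32 for clusters 6 and 13 and 31 for cluster 6 and the other tumor cells, and of 100 changed 4-fold 95 and 100, with 4 unchanged genes called in each. DESeq2 called 7 and 21 of the 2-fold genes, 74 and 96 of the 4-fold genes, and 0 and 1 unchanged ones. In the simulation, 2-fold changes were therefore mostly missed with 2 mice. It changed 100 genes of each size, whereas 2782 of 9794 genes passed with cluster 13. Adjustment is stricter where few genes change, so these rates need not hold for the data.

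The genes named were every gene the paper names for the single-cell data; in each comparison, the 12 largest rises and 12 largest falls among genes past the threshold, with the same sign in both mice and at least 50 CPM in the higher group; and up to 4 members of each list, those past the threshold with the largest change or, where none passed, the 2 with the highest counts. Genes outside this rule (Mgp, Ecrg4, Igfbp5, Nkg7, Top2a, Dcn, Col6a3, Pkp1 with cluster 13, and Rgs5 within cluster 6) were named after their values were seen. The lists were short sets of well-known genes: pan-luminal, mature luminal, luminal progenitor, milk protein, basal and myoepithelial, mesenchymal, epithelial adhesion, matricellular and basement membrane, fibroblast, pericyte, endothelial, Schwann cell, macrophage, T and NK cell, B cell, neutrophil, adipocyte, erythroid, proliferation, hypoxia, immediate early, interferon response and antigen presentation genes, and the SOX10 targets that the paper names. Some genes are in 2 lists (Epcam, Cldn3, Cldn4 and Cldn7; Csn3; Fn1 and Sparc; Snai2).

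Levels by cluster are CPM of the summed UMIs, or TMM-normalized CPM beside a fold change. Detection in a cell means at least 1 UMI after thinning without replacement to 2000 UMIs (random seed 1), and a list was called in a cell with UMIs of at least 3 of its genes. Exact Clopper-Pearson 95% intervals cover counting error only. The Seurat-scale average log2 fold change uses cells scaled to 10000 UMIs and a pseudocount of 1, pooled over both mice as in Seurat's marker test. A fold against a group with 0 UMIs is a limit at 3 UMIs over the group. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these values.

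Alternatives tried for the tests were no mouse block, DESeq2 1.42.0 with the mouse as a covariate, upper-quartile normalization, no filter on low counts, genes in at least 10% of the cells of either group, all clusters in 1 fit, equal cell numbers, thinned cells, cells with genes of other cell types left out, a test against a fold of 1.5 (glmTreat), and each sum left out in turn. For shares and lists, depths of 1000 and 4000 UMIs and no thinning, detection from 2 UMIs, calls from 2 or 4 genes, and lists without their most abundant member were tried, and for the Seurat scale counts corrected by sctransform 0.4.2 (Seurat 5.3.0), the mean of the mice, and a log2 CPM ratio. Sums of only the cells with at least 3 pan-luminal genes, and keratin shares without stromal-gene cells, were alternatives chosen after seeing the data. Each mouse alone gave fold changes without a test. No comparison had 3 samples per group, so other splits of the samples and outlier tests were not run.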

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

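All tests of explanations in this part were chosen after the result was seen. Some cells of cluster 6 carry transcripts of genes outside those the paper discusses, above the level that a count of 0 in the other clusters allows. At 2000 UMIs per cell, at least 3 fibroblast genes were detected in 8.57% of the cluster 6 cells of mouse 1 and 15.9% of mouse 2, and in none of the 3092 and 4316 cells outside cluster 6, which allows up to 0.119% and 0.0854% of cells with such a detection at this depth. At least 3 endothelial genes were detected in 1.22% and 7.64%, and again in none of those outside cells. No gene of these lists is in another list, and the fibroblast list stood at 4.27 and 4.23 CPM in the median cluster other than 6 and 13. The list is not confined to cluster 6: it stood at 39.4 and 324 CPM in cluster 13, in mouse 2 mostly from Dcn (231) and Col6a3 (90.6), and at 129 in cluster 15 of mouse 2, against 1697 and 3471 in cluster 6.

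The 16 cells with endothelial genes (not thinned) held Krt8 and Krt18 at 0.0596 of the level of the other cluster 6 cells (238 against 3993 CPM) and no Sox10 UMI, so endothelial cells that passed the sort, despite its CD31-negative and GFP-positive gates, are a candidate source. The uneven spread argues against free RNA from lysed cells as the whole source. In the mouse with the lower ratio, the endothelial list in cluster 6 stood at 8.66 times the median cluster, and the fibroblast list at 398 times. These ratios restate the detection that flagged the pattern, so they are not a separate test. The endothelial list was not confined to cluster 6 either, at 36.1 CPM in cluster 8 of mouse 1 against 53.9 in cluster 6. In mouse 2 it stood at 114 CPM in cluster 11 against 586 in cluster 6. The 65 cells with 3 to 5 of the 13 fibroblast genes held Sox10 at 1.16 times the level of cluster 6 cells with none (1.06 in mouse 1 and 1.39 in mouse 2), which argues against fibroblasts from the stroma as the source of all these cells. Their Krt8 and Krt18 went the other way, at 0.360 of that level (0.423 in the 49 cells of mouse 1 and 0.0414 in the 16 of mouse 2). In mouse 2 these cells also held Krt14 at 1248, Krt5 at 309 and Acta2 at 4492 CPM, so low luminal keratins alone do not mark fibroblasts here; some fibroblasts among them are not excluded. The 32 cells with 6 or more held Col3a1 at 6754 CPM and Dcn at 4649. They held Sox10 at 0.125 of the level of cells with none and Krt8 and Krt18 at 0.124. Unlike in the cells with 3 to 5, basal genes were low. Krt14, Krt5 and Acta2 stood at 0, 0 and 56.6 CPM in mouse 1 and 19.5, 39.0 and 247 in mouse 2. The Sox10 level of the 32 cells, 5 UMIs or 16.0 CPM, lay below that of cluster 13 (24.1). Free RNA is therefore not excluded for it and it decides nothing. The Krt8 and Krt18 value differed widely between the mice, at 0.221 in the 11 cells of mouse 1 and 0.0191 in the 21 of mouse 2. So did Epcam (1378 and 45.6 CPM) and the pericyte gene Rgs5 (0 and 1692 CPM), and pericytes were not tested as a source. For the cells as a set, fibroblasts that passed the sort and tumor cells far along a mesenchymal change cannot be told apart here. The gate on GFP speaks against fibroblasts, since Krt8-CreERT should switch GFP on in luminal cells and not in fibroblasts. But no value here measures how well the gate worked. The luminal keratins and Epcam of the cells of mouse 1 keep the source open, and the division at 6 genes was itself chosen after these cells were seen. The design has 1 condition, so no biological explanation was tested.

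Cluster 16 had the highest basal score as a mean of the mice, with cluster 6 above it in mouse 2, and its proliferation genes, which the paper does not discuss for these cells, stood at 2471 CPM in mouse 1 and 2895 in mouse 2 against a median of 97.3 and 141 over the clusters other than 6 and 13. Outside clusters 6, 13, 15 and 16, among cells of over 10000 UMIs, those with at least 10 of the 16 proliferation genes had a basal score above 0.9 in 70.0% of 30 cells of mouse 1 and 69.4% of 36 of mouse 2, against 3.90% and 2.46% of the cells with 0 to 2 such genes, a ratio of at least 18.0. Shallower cells score high more often (15.6% and 13.6% of those with 0 to 2 such genes), and over all depths the ratio was 8.68 in mouse 1 and 7.88 in mouse 2. Cell cycle genes that raise the score may therefore account for the score of cluster 16; the genes of the signature were not at hand. High depth was argued against: among cells with 0 to 2 proliferation genes, the ratio of these shares between cells of over 20000 and of 10000 to 20000 UMIs was at most 1.15, and cluster 16 had median depths of 33078.5 and 26972 UMIs. Basal genes were argued against as well, since the basal and myoepithelial list in cluster 16 was at most 1.00 times the median cluster.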

How the results depend on the processing

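Sums of cells with at least 3 pan-luminal genes only, which gave 2506 and 2567 calls, and keratin shares without stromal-gene cells were chosen after the data were seen; the other settings were set before. With cluster 13, 2782 genes passed, and the count stayed within 1.5 times without the block, with upper-quartile normalization, no filter, genes in 10% of the cells, all clusters in 1 fit, equal cells, and other cell types left out. DESeq2 gave 997 (630 higher, 367 lower), thinned cells 854 (492, 362), and the test against a fold of 1.5, stricter by construction, 1838 (661 lower); without the block 777 were lower. With the other tumor cells, 2693 passed (1742 higher, 951 lower). No block gave 967 (830, 137) and thinned cells 1231 (885, 346). The fold of 1.5 gave 1541 (343 lower), DESeq2 562 lower and no filter 1678 lower, while the other settings stayed within 1.5 times. The fits with a sum left out also had no mouse block, so calls lost there are not due to the sum alone. Without the block alone, 1996 genes passed with cluster 13. With 1 of the 4 sums left out, where the lone sum is assumed to vary like the others, edgeR gave 0 to 1387 calls with cluster 13 (0 to 926 higher, 0 to 469 lower; the 0, without cluster 6 of mouse 2, against 3053 at an unadjusted p under 0.05, with DESeq2 not run) and 525 to 973 with the other tumor cells (466 to 820 higher, 40 to 153 lower).

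The average fold change of Spp1 was 6.19 as a log2 CPM ratio and 5.14 to 6.20 by mouse. As means of the mice, the Sox10 share of cluster 6 was 7.44% at 1000 UMIs, 31.8% at 4000 and 51.4% not thinned, as deeper cells show more genes. The fibroblast share was 19.6% from 2 genes and 22.6% not thinned. Its gap between mouse 1 and mouse 2 depended on the setting, with 3.89% and 14.6% at 1000 UMIs and 23.1% and 22.2% not thinned. At 2000 UMIs it was 20.0% and 19.1% from 2 genes and 3.27% and 13.4% from 4. The pan-luminal share was 67.9% from 2 genes, 47.4% from 4, 45.7% at 1000 UMIs, 64.7% at 4000 and 67.2% not thinned. Without its most abundant gene, the mature luminal list lay lower in a mean of 4.5 other clusters than in cluster 6 (5 in mouse 1 and 4 in mouse 2, against 9 and 14 with it), and the luminal progenitor list also in 4.5, with mice that went apart (7 in mouse 1 and 2 in mouse 2, where the gene left out was another, against 4 and 3).

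Of the 96 genes named with cluster 13, 93 passed, and of 95 with the other tumor cells 87. Many were named because they passed, so these counts and the tallies below do not describe all calls. Of all 2782 calls with cluster 13, DESeq2 shared 988. Thinned cells, with 4694 genes tested, shared 841 and upper-quartile normalization 2721. Alternatives other than a left-out sum included each mouse alone, which had no test and could only keep its direction. Over both comparisons 186 of 191 values of mouse 1 alone and 190 of 191 of mouse 2 alone did so. Under all these alternatives, 1122 of 1187 values with cluster 13 kept their direction and, where tested, their side of the threshold, and 53 no longer passed. With the other tumor cells these counts were 1035 of 1154 and 103. With 1 sum left out these were 238 of 382 and 140, and 223 of 368 and 140; without cluster 6 of mouse 2 alone, 126 of 189 no longer passed. Some genes past the threshold in the main test or in the alternative were reversed. With cluster 13 this was Flt1 (-0.19 without other cell types, -0.28 in mouse 1 alone, and -0.49 to 2.26 with 1 sum left out). With the other tumor cells these were Nes (0.74) and Hba-a1 (1.32) with all clusters in 1 fit. In that comparison with 1 sum left out they were Gfap (-3.00 to 6.15), S100a9 (-6.85 to 10.71) and S100a8 (-2.14 to 0.19). Hba-a1 and S100a9 also had 0 in mouse 1 alone, which shows no direction and is not a reversal. Sign changes where neither setting passed were, with cluster 13, Epcam (0.05 without other cell types, 0.01 in cells with pan-luminal genes only) and Elf5, and with the other tumor cells Krt7, Nes (only in thinned cells, 0.23), C1qa and Trac. The cause was not tested, apart from the changes that follow from deeper cells or a stricter test. In the main fits, 1 residual degree of freedom limits every call.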

Differences from the paper's values

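Figure values were read by eye, those of Nes and Pmp22 after the values here were known. The paper's average log2 fold change of Spp1 and its number of clusters match the values here. Of 18 values read from a figure 2 differ, both on the Seurat scale in cluster 6 against cluster 13. Both differences are about as large as the error of reading. A value was taken to differ when it lay further from the paper's than the SD between the mice. That SD was 0.0635 for Epcam and 0.0508 for Nes but 0.484 for Krt17, so the count depends on the spread between animals. For Epcam the paper's value is about -0.2 in Fig. 5D, read by eye, and the value here is -0.35; on an enlarged view the dot reads closer to the value here, so the difference is in doubt. Of the alternatives set before the data were examined, the log2 CPM ratio with a pseudocount of 1 (-0.15) came within the SD of Epcam. Counts corrected by sctransform (-0.06) and the mean of the mice (-0.39) did not come that near to the first reading. Nor did the single mice (-0.35 in mouse 1, -0.44 in mouse 2). For Nes the paper's value is about 0.6 in Fig. 5D, read by eye from a dot that others partly cover, and the value here is 0.52. Here sctransform-corrected counts (0.56) and mouse 1 alone (0.55) came within the SD of Nes. The mean of the mice (0.52), mouse 2 alone (0.48) and the log2 CPM ratio (1.95) did not.

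The paper states that Epcam was lower in cluster 6 than in cluster 13. Its test took cells as replicates; with the mouse as the replicate, the fall by 0.35 on the log2 scale had an adjusted p of 0.093 in edgeR's quasi-likelihood test and was seen in both mice. Upper-quartile normalization was the setting that called it (log2 fold change -0.43, adjusted p = 0.029); over all settings the adjusted p ran from that value to 0.97. The other genes that the paper states as higher or lower in cluster 6 passed the test in the stated direction, Krt5, Krt14, Krt17, Acta2, Mmp2, Vim, Spp1, Postn, Sox10, Nes, Mia and Pmp22 higher and Krt7, Krt8, Krt18, Krt19, Foxa1 and Cdh1 lower.

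The legend of Fig. 5 ties cluster 16 to basal genes. Its basal score was the highest of the clusters here too as a mean of the mice, at 0.970 (cluster 6 lay above it in mouse 2), while the short basal and myoepithelial list stood at 0.720 times the median cluster in mouse 1 and 1.00 times in mouse 2, and Krt5 and Krt14 at 0 and 22.3 CPM. The discussion states that the lumino-basal population of this model involves Krt14 and not Krt5. In its staining of tumor sections, which shows protein, the paper found very few Krt5-expressing cells inside the main tumor. Its own single-cell comparison reports Krt5 as higher in cluster 6. The values here are of RNA and cannot decide on the staining. In the single-cell data, a Krt5 UMI was found in 18.3% of the cells of cluster 6 (not thinned; 0.755% in cluster 13), and Krt14 was the more abundant of both.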

Other observations

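The test of 2 cells in 1 droplet was set before the result was seen, and the other tests of explanations in this part after it. Against the other tumor cells, a comparison that the paper does not make, cluster 6 gained basal, matrix and mesenchymal genes and lost genes of milk secretion. Of 14350 genes tested, 1742 were higher and 951 lower in edgeR's quasi-likelihood test. Krt5 had a log2 fold change of 10.98 (SE 0.34, adjusted p = 5.6e-07) and Acta2 of 6.06 (SE 0.36, adjusted p = 1.2e-05) in that test. Spp1, at 6688 ± 421 CPM (SD, n = 2 mice) against 852 ± 323, had 3.02 (SE 0.24, adjusted p = 7.4e-05), and Postn 7.35 (SE 0.34, adjusted p = 2.9e-06), by the same test. P4ha1, an enzyme of collagen hydroxylation, had 2.26 (SE 0.19, adjusted p = 8.5e-05), also from edgeR. Lower were Ltf, which encodes the secreted iron-binding protein lactoferrin, with -6.74 (SE 0.51, adjusted p = 5.2e-05), and Pigr, the receptor that carries antibodies into milk, with -3.08 (SE 0.26, adjusted p = 8.7e-05), both from edgeR. Krt8 fell to 2134 ± 88.0 CPM from 5834 ± 1246, a log2 fold change of -1.43 (SE 0.19, adjusted p = 0.0011) in edgeR's test. Elf5 had -2.29 (SE 0.25, adjusted p = 4.4e-04) from edgeR, a call that was lost without the other tumor cells of mouse 1 (adjusted p = 0.12) or mouse 2 (0.058) and stood at 0.050 without the block. Csn2, a casein gene, had no UMI in cluster 6 and was at least 5.22-fold lower there (limit at 3 UMIs over the group).

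By list, 16 of 18 basal and myoepithelial genes were higher (17 when adjusted over the list alone), as were all 14 mesenchymal, all 14 matricellular and basement membrane, all 13 fibroblast and all 8 endothelial genes (the same when adjusted over the list alone). Of 10 pan-luminal genes 9 were lower and none was higher (10 lower when adjusted over the list alone), and all 8 tested milk protein genes were lower (8 when adjusted over the list alone). Of 16 proliferation genes 10 were lower (11 when adjusted over the list alone) and none was higher. The other tumor cells hold the dividing cells of cluster 16, however: by cluster, the list in cluster 6 (118 and 200.0 CPM) lay above 10 and 12 of the 17 other clusters in mouse 1 and mouse 2 (5 and 11 without Pcna, its most abundant gene). The luminal progenitor list had 1 gene higher and 7 lower of 12 (2 and 7 when adjusted over the list alone), whereas the mature luminal list had 2 higher and 3 lower of 11 (4 and 3). Many falls were lost when a sum, and with it the mouse block, was left out. The call of Kit, the receptor of progenitor cells, was lost without the block (adjusted p = 0.078 in edgeR) and without any of the 4 sums (0.059 to 0.23). That of Birc5, a gene of cell division, was lost in edgeR without the block (0.13), with all clusters in 1 fit (0.67) and without cluster 6 of mouse 1 (0.19) or the other tumor cells of mouse 1 (0.13) or mouse 2 (0.33).

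Other clusters carried programs that the paper does not describe. The immediate early and heat shock list led in cluster 9, at 29091 and 34952 CPM in mouse 1 and mouse 2, the highest in both. The milk protein list was highest in cluster 12 of mouse 1, at 6798 CPM, and in cluster 11 of mouse 2, at 10983. Cluster 17 held the highest interferon response (4786 and 4128 CPM) and antigen presentation lists (7967 and 7576) in both mice. The hypoxia list was highest in cluster 7 of mouse 1 (2789 CPM) and in cluster 14 of mouse 2 (2742). These are levels by cluster without a test.

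The joint luminal and basal traits of cluster 6 were weighed as the last pattern. RNA of 2 cells in 1 droplet was argued against, since cells with both keratin pairs had at most 1.04 times the median UMIs of cells with 1 pair. Free RNA was argued against as the whole source, since cells with a basal keratin UMI had a luminal keratin UMI at least 3.80 times as often as cluster 6 cells with stromal genes. The scores are less specific: cluster 6 cells with stromal genes and without luminal ones had a mean luminal progenitor score higher by at least 0.314 than the other cluster 6 cells in each mouse (SD over cells 0.260 and 0.409 in mouse 1, 0.238 and 0.416 in mouse 2), so part of the high luminal scores of the cluster may come from stromal-type cells. Keratin co-detection, 23.4% and 48.3% without the stromal-gene cells (a setting chosen after the data were seen), does not rest on them.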
